# Genome-Wide Identification and Characterization of Warming-Related Genes in *Brassica rapa* ssp. *pekinensis*

**DOI:** 10.3390/ijms19061727

**Published:** 2018-06-11

**Authors:** Hayoung Song, Xiangshu Dong, Hankuil Yi, Ju Young Ahn, Keunho Yun, Myungchul Song, Ching-Tack Han, Yoonkang Hur

**Keywords:** warming, BrHSFA2, BrHSP18.2s, transcriptome, alternative splicing, Kenshin

## Abstract

For sustainable crop cultivation in the face of global warming, it is important to unravel the genetic mechanisms underlying plant adaptation to a warming climate and apply this information to breeding. Thermomorphogenesis and ambient temperature signaling pathways have been well studied in model plants, but little information is available for vegetable crops. Here, we investigated genes responsive to warming conditions from two *Brassica rapa* inbred lines with different geographic origins: subtropical (Kenshin) and temperate (Chiifu). Genes in Gene Ontology categories “response to heat”, “heat acclimation”, “response to light intensity”, “response to oxidative stress”, and “response to temperature stimulus” were upregulated under warming treatment in both lines, but genes involved in “response to auxin stimulus” were upregulated only in Kenshin under both warming and minor-warming conditions. We identified 16 putative high temperature (HT) adaptation-related genes, including 10 heat-shock response genes, 2 transcription factor genes, 1 splicing factor gene, and 3 others. *BrPIF4*, *BrROF2*, and *BrMPSR1* are candidate genes that might function in HT adaptation. Auxin response, alternative splicing of *BrHSFA2*, and heat shock memory appear to be indispensable for HT adaptation in *B. rapa*. These results lay the foundation for molecular breeding and marker development to improve warming tolerance in *B. rapa*.

## 1. Introduction

Global warming poses a serious threat to agriculture, as it threatens crop productivity and food safety worldwide [1,2]. Various strategies have been utilized to facilitate the breeding or engineering of thermotolerant crops, including regulating the expression of heat shock (HS) transcription factor (HSF) and heat shock response (HSR) genes, as well as the use of molecular markers [1,3,4].

In a model plant *Arabidopsis thaliana*, three types of tolerance responses to heat exposure have been identified: basal thermotolerance, acquired thermotolerance, and warming tolerance [5,6,7]. Plants with basal thermotolerance can survive when grown at 21–22 °C (normal growth condition), exposed to 42–45 °C for 0.5–1 h, and examined after 5–7 days. Plants with acquired thermotolerance can survive when grown under normal conditions, transferred to 36–38 °C (moderate heat stress) for 1.5 h (referred to as “priming”), recovered at 21–22 °C for 2 h, subjected to over 45 °C, and examined after 5–7 days. Plants with warming tolerance (as opposed to heat-stress tolerance) survive when grown under normal conditions, subjected to 12 °C for 2 days, and treated with warming conditions (27 °C) for 3 h. The long-term adaptation of plants to warmer growth conditions is thought to induce developmental reprograming. Identifying and applying warming-related genes in *Brassica* crop species poses a major challenge for crop breeding for improved tolerance to global warming.

Several marker genes for thermotolerance responses are currently available [8]. Genes encoding an exportin family protein (*XPO1A*, AT5G17020) and heat shock protein (HSP) 101 (*HSP101*, AT1G74310) are markers for basal thermotolerance. Acquired thermotolerance by priming is divided into two categories: short-term and long-term acquired thermotolerance. *HSP101* expression represents short-term acquired thermotolerance, while long-term acquired thermotolerance is characterized by the expression of several marker genes, including those encoding Rotamase FKBP1/FK506-binding protein 62 (*ROF1/FKBP62*, AT3G25230), ROF2/FKBP65 (AT5G48570), heat HSF factor A2 (*HSFA2*, AT2G26150), HSP101, and heat stress-associated 32 kD (*Hsa32*, AT4G21320). During the long-term acquired thermotolerance response, the expression levels of small HSP genes (*sHSP*s), *HSP70*s, *ROS* genes, and ascorbate peroxidase (*APX*) also increase [7].

Warming treatment does not trigger the expression of HSR genes, but other genes, such as *HSP70* (AT3g12580) [6] and *Phytochrome-Interacting Factor4* (*PIF4*, AT2G43010) [9,10,11], are core components in this process. PIF4 controls morphological acclimation to high temperatures (HT) via auxin [9,12]. Phytochrome B (PhyB) was recently shown to function upstream of PIF4 [13]. Changes in ambient temperatures induce alternative splicing of a large number of genes [14]. Due to increases in global temperatures, the mechanism used by plants to sense small variations in ambient temperatures is becoming an increasing focus of study. It is important to elucidate whether crops that have long been cultivated in regions with different climates, such as Chinese cabbage, have developed similar responses to warming to those found in *Arabidopsis*.

Two inbred Chinese cabbage lines, Chiifu and Kenshin, have different geographic origins: Chiifu originated in temperate regions, whereas Kenshin originated in subtropical and tropical regions. Kenshin has long been used as a breeding stock to develop heat-tolerant *Brassica* species [15,16]. In addition, these two inbred lines show different electrolyte leakage rates in response to HT exposure and different expression of many genes [17]. The long history and intensive breeding of these two Chinese cabbage lines make them promising targets for transcriptome analysis after warming treatment to identify warming-related genes in this crop. These genes could then be used to develop molecular markers and to generate climate-change-resilient *Brassica* crops under global warming conditions. In the current study, we used the Br135K microarray (Version 3) to identify differentially expressed genes (DEGs) upon warming treatment in Chiifu and Kenshin Chinese cabbage, confirmed their expression patterns by qRT-PCR, and further characterized the expression of patterns of several candidate warming-relating genes. The results of this study lay the foundation for breeding Chinese cabbage lines with improved tolerance to warming conditions.

## 2. Results

### 2.1. Transcriptome Analysis of Plants under Warming, Minor-Warming, and Low-Temperature (LT) Conditions Using the Br135K Microarray

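The Br135K microarray carries short overlapping probes near the 3′ end of each *B. rapa* gene model, designed on the Chiifu sequence, and RNA labelled with the dye Cy3 was hybridized to it. The sample labels list 6 samples, 1 for each inbred line and temperature. Chiifu and Kenshin plants were grown for 3 weeks at 22 °C, held for 2 days at 12 °C and then moved to 28 °C for 3 h, with a sample for each of these steps. The paper reports means of repeated experiments, whereas the labels name a single sample per condition, and the record's own description mentions 6 chips, replicates in numbers of 2 or 3, and a water treatment that the labels do not contain. Each line and temperature therefore had 1 value per gene, and no error could be given for it. The authors summarised the probes of a gene to 1 probe intensity (PI) on the linear scale. The deposited PI values had nearly equal quartiles in the 6 samples, and the paper's text does not name the normalization. Over the 41173 genes, the median PI in Chiifu was 1014 at 22 °C, 1000.1 at 12 °C and 965 at 28 °C, and in Kenshin it was 1033, 1011 and 1034. Between 23669 and 24035 genes per sample had a PI over 500. A control feature of random sequence read between 26.9 and 30.5. The number of arrays limits the precision of every value. For all counts, PI values were used as deposited, and fold changes were ratios of 2 PI values of the same line with nothing added. Such a ratio has no replicate check and no test. The 2 lines are the only repeats of a temperature. A change shared by both lines was therefore tested with limma on log2 PI with line as a block. The fit left 2 residual degrees of freedom per gene. Its residual scatter is the difference between the lines in their changes by temperature, and no replicate separates array noise from it. Its standard errors are thus not errors between replicates, and a gene that responds differently in the lines gets a large one. Warming and minor warming share the 28 °C sample, LT and warming share the 12 °C sample, and LT and minor warming share the 22 °C sample.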

To identify putative warming-related (or HT adaptation-related) genes, we carried out Br135K microarray analysis of samples from two inbred lines, Chiifu and Kenshin, under three conditions (22 °C, 12 °C, and 12 ⟶ 28 °C) (Figure 1). The experiments were repeated twice; the mean values are summarized in Table S2. The microarray data have been deposited in “NCBI (https://www.ncbi.nlm.nih.gov/)” with [geo] GSE113637. 

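A PI over 500 in at least 1 of the 6 samples was found for 26948 genes (65.5%), and 14225 genes (34.5%) stayed at or below 500 in every sample. Of the alternatives tried, a minimum of 1000 moved the count most, to 23645 genes, and a minimum of 250 gave 30232 genes.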

Among the 41,173 genes deposited on the Br135K microarray, 14,222 (35%) showed probe intensity (PI) values <500 in all samples, whereas 26,951 (65%) showed PI values >500 in at least one sample. Of these 26,951 genes, 2104 had no *Arabidopsis* counterpart, i.e., NA (nonannotated genes). We subjected these 26,951 genes to further analysis because genes with a PI value of 500 (cutoff value) can easily be examined using standard RT-PCR. Responsive genes (i.e., DEGs) were defined as having at least a 2-fold change (cutoff value) in expression between comparative conditions. As shown in Figure 1, three types of comparisons were made: warming (samples treated for 2 days at 12 °C vs. samples after 3 h exposure to 28 °C), minor-warming (samples grown at 22 °C [control] vs. samples after 3 h exposure to 28 °C), and low-temperature (LT) treatment (samples grown at 22 °C vs. samples treated for 2 days at 12 °C).

#### 2.1.1. Warming-Responsive Genes

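With a PI over 500 in at least 1 sample and at least a 2-fold difference between 28 and 12 °C, 6501 genes responded to warming in at least 1 of the lines. A 3-fold cutoff left 2859 genes, and dropping the intensity minimum raised the total most, to 12355 genes. In the limma fit of the change shared by both lines, 0 of 26948 genes passed an adjusted p of 0.05 (Benjamini-Hochberg), and the smallest adjusted p was 0.0909. At an unadjusted p under 0.05 there were 4965 genes, where chance gives 1347.4. In simulated data of the same size with 200 changed genes, the fit recovered none of those changed by 1 or 2 on the log2 scale. It recovered 61% of those changed by 3, so it can miss real changes of these sizes. In the deposited data larger estimates also missed the threshold. Examples are a log2 change of -6.23 for Bra037003 (adjusted p = 0.0909) and 5.18 for Bra009113 (adjusted p = 0.116). The simulated share may therefore not hold for these data.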

We identified 6862 warming-responsive genes. Similar numbers of these genes were upregulated in Chiifu and Kenshin, but more were downregulated in Chiifu (Figure 2A; Table S3). 

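In Chiifu, 1875 genes were upregulated by warming and 2747 were downregulated. In Kenshin, 1957 genes were upregulated and 1756 were downregulated. More genes were downregulated in Chiifu than in Kenshin under each of the 7 alternative settings, while the line with more upregulated genes changed. It was Chiifu with quantile normalization, with median scaling, without an intensity minimum, and with the minimum applied to the samples of the comparison alone. Upregulated genes made up 40.6% of the responsive genes in Chiifu and 52.7% in Kenshin. The lines shared 835 upregulated genes, whereas random matching of genes of like mean expression gave 206.0 on average and at most 248 in 1000 draws. They shared 867 downregulated genes, against a mean of 259 after random matching. In opposite directions, 101 genes were upregulated in Kenshin and downregulated in Chiifu, and 31 were the reverse. Ranked by the smaller change of the lines, Bra009113 and Bra013992 rose most by warming, while other genes rose more in a single line. Bra009113 rose 37.6-fold in Chiifu and 34.8-fold in Kenshin, from PI values of 193 and 72.7, and 30.1-fold and 21.0-fold with 50 added. At 22 °C its PI was 876 in Chiifu and 2638 in Kenshin. Its ratio of 28 to 22 °C was 8.29 in Chiifu and 0.960 in Kenshin, where the rise brought it back to near its value at 22 °C. Bra013992 went from 63.8 to 2072 in Chiifu and from 14.8 to 2214 in Kenshin, where the value at 12 °C was not above the control feature of random sequence (28.0), so its ratio has no exact size. It rose 18.6-fold and 34.9-fold with 50 added to each intensity. Bra037003 and Bra003837 fell most by the same ranking, while other genes fell more in a single line. The ratio of 28 to 12 °C was 0.0213 in Chiifu and 0.0083 in Kenshin for Bra037003, and 0.042 and 0.0183 with 50 added. Bra003837 fell from 2033 to 54.4 in Chiifu and from 10642 to 22.5 in Kenshin, where the value at 28 °C was not above the random sequence (27.4), and with 50 added its ratios were 0.0501 and 0.0068. At 22 °C PI was 124 in Chiifu and 39.2 in Kenshin for Bra037003, and 23.7 and 83.7 for Bra003837. Both falls therefore followed a rise by LT.

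**Figure D1:**
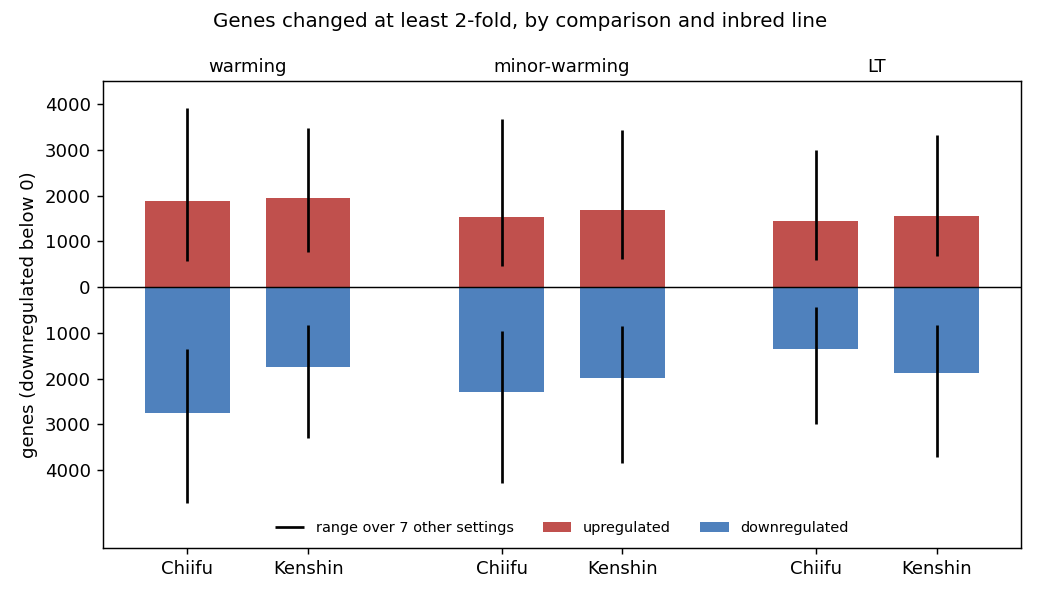
Number of genes upregulated (above 0) and downregulated (below 0) at least 2-fold by warming, minor warming and LT in Chiifu and Kenshin. Bars give the counts at a PI over 500 in at least 1 sample, and vertical lines give the range over 7 other settings. For warming, downregulated genes number 2747 in Chiifu and 1756 in Kenshin.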

Genes in the Gene Ontology (GO) biological process categories “response to heat”, “heat acclimation”, “response to light intensity”, “response to oxidative stress”, and “response to temperature stimulus” were enriched among upregulated genes in both lines (group (c) in Figure 2B,C). The categories “response to hormone stimulus”, “plasma membrane”, “defense response”, and “lipid biosynthetic process” were enriched among genes that were specifically upregulated in Kenshin (group (b) in Figure 2B,C). Genes in the categories “response to water deprivation”, “response to osmotic stress”, “response to sucrose stimulus”, and “response to cold” were enriched among downregulated genes in both lines (group (f) in Figure 2B,C). Genes in two categories, “transcription regulatory activity” and “response to auxin stimulus”, were upregulated in Kenshin but downregulated in Chiifu under warming conditions (group (h) in Figure 2B,C).

#### 2.1.2. Minor Warming-Responsive Genes

We identified 6596 minor warming-responsive genes; more of these genes were upregulated in Kenshin and downregulated in Chiifu (Figure 3A; Table S4). 

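Between 28 and 22 °C, 6199 genes changed at least 2-fold in at least 1 line. In Chiifu 1534 genes were upregulated and 2294 downregulated, and in Kenshin 1690 were upregulated and 1979 downregulated. Without an intensity minimum, upregulated genes were more numerous in Chiifu, with 3666 against 3440. Both lines shared 423 upregulated genes, against a mean of 174 after random matching, and 614 downregulated genes, against 257. In the limma fit the smallest adjusted p was 0.199, 0 genes passed 0.05, and 4297 genes had an unadjusted p under 0.05. Bra013992 and Bra021998 were picked by the smaller ratio of the lines, and other genes rose more in a single line. Their PI at 22 °C, 16.7 in Chiifu and 15.4 in Kenshin for Bra013992 and 16.6 and 23.3 for Bra021998, was not above the control feature of random sequence (27.1 and 27.9), so these ratios have no exact size and no order. PI at 28 °C was 2072 and 2214 for Bra013992, and 875 and 676 for Bra021998. At 12 °C PI of Bra021998 was 75.5 in Chiifu and 2418 in Kenshin. In Kenshin it had therefore risen by LT and fell from 12 to 28 °C (ratio 0.280), whereas in Chiifu it rose 11.6-fold. Bra013992 rose 31.8-fold and 34.6-fold, and Bra021998 13.9-fold and 9.90-fold, with 50 added to each intensity. By the smaller change of the lines, the largest falls were in Bra016526, with ratios of 28 to 22 °C of 0.0619 in Chiifu and 0.0523 in Kenshin, and in Bra017523, with ratios of 0.0640 and 0.0564. The ratios with 50 added were 0.0989 and 0.0752 for Bra016526, and 0.119 and 0.0753 for Bra017523.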

Upregulated genes in both lines were enriched in similar categories to those of warming-responsive genes, such as “response to heat”, “heat acclimation”, “response to light intensity”, “response to oxidative stress”, and “response to temperature stimulus” (group (c) in Figure 3B,C). Genes upregulated specifically in Kenshin were enriched in the categories “response to stimulus”, “response to stress”, “transcription factor activity”, and “response to water deprivation” (group (b) in Figure 3B,C). Genes in three categories, “response to stimulus”, “response to light stimulus”, and “response to auxin stimulus”, were upregulated in Kenshin but downregulated in Chiifu in response to minor-warming conditions (group (h) in Figure 3B,C). The category “response to auxin stimulus” was enriched among genes upregulated in Kenshin under both warming and minor-warming conditions, suggesting that the auxin response might contribute to heat tolerance in Kenshin.

#### 2.1.3. LT-Responsive Genes

The identification of LT-responsive genes was not the main objective of this study, but associations between cold- and heat-stress signaling through calcium signaling, ROS signaling, and protein degradation have been reported [18,19,20], and changes in DNA methylation were also shown to be involved in heat tolerance [21]. In addition, we wanted to examine the possible association between LT treatment and the warming response. 

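Between 12 and 22 °C, 4903 genes changed at least 2-fold in at least 1 line. In Chiifu, 1444 genes were upregulated by LT and 1350 were downregulated. In Kenshin, 1562 genes were upregulated and 1884 were downregulated. Kenshin had the larger number in both directions under each of the 7 alternative settings. The lines shared 552 upregulated and 679 downregulated genes, against 155 and 164 on average after random matching. The limma fit gave 0 genes at an adjusted p of 0.05, a smallest adjusted p of 0.12, and 3429 genes with an unadjusted p under 0.05. Bra020846 and Bra028424 were picked by the smaller ratio of the lines. Their PI at 22 °C, 17.5 in Chiifu and 24.5 in Kenshin for Bra020846 and 9.64 and 9.63 for Bra028424, was not above the control feature of random sequence (27.1 and 27.9), so these ratios have no exact size and no order. PI at 12 °C was 9956 and 10124 for Bra020846, and 7397 and 2637 for Bra028424. With 50 added to each intensity, Bra020846 rose 148-fold and 137-fold and Bra028424 rose 125-fold and 45.1-fold. The largest falls, ranked by the smaller change of the lines, were in Bra021110, where the ratio of 12 to 22 °C was 0.0202 in Chiifu and 0.0362 in Kenshin, and in Bra017939, where it was 0.0457 and 0.0606.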

We identified 5205 LT-responsive genes, for which more genes were upregulated in Kenshin and downregulated in Chiifu (Figure 4; Table S5), implying that Kenshin is more sensitive to LT exposure than Chiifu. Many GO categories were identified as enriched among upregulated genes in both lines, including “response to cold”, “response to stress”, and “lipid transport and metabolic process”. Although similar GO categories were enriched among LT-responsive genes and genes in the two categories mentioned above (warming and minor warming), the expression of warming- and minor warming-responsive genes might not be influenced by LT treatment (Table S5).

#### 2.1.4. Genes Upregulated by Both Warming and Minor-Warming Treatment

Among DEGs, we attempted to identify genes that were upregulated by warming, minor warming, and both treatments (Table 1; Tables S6–S14). 

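At least a 2-fold rise by both warming and minor warming was found for 690 genes in Chiifu and 651 genes in Kenshin. Both comparisons use the 28 °C sample of the line, so the counts were set beside those after the 3 temperatures of each gene were exchanged at random within the line. Over 1000 exchanges the mean was 647 genes in Chiifu, with a range of 592 to 711, and 675.2 genes in Kenshin, with a range of 611 to 747. Both counts lie inside these ranges. The exchange keeps each gene's changes between the other temperatures, so its mean is not the count expected without an effect.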

The numbers of genes upregulated under each condition were the same as those listed in Figure 1, Figure 2 and Figure 3, but 759 and 726 genes were upregulated by both conditions in Chiifu and Kenshin, respectively (Table S6). We reasoned that these genes might be involved in acquired thermotolerance and/or long-term adaptation to HT in both Chiifu and Kenshin. To specifically identify genes that might be involved in long-term adaptation to HT in the subtropical species Kenshin, we extracted specifically expressed genes (SEGs) from our data set (Tables S8–S13). We identified 85 genes that were specifically upregulated over 2-fold by both minor-warming and warming conditions in Chiifu but not in Kenshin (Table S10). In addition, 86 genes were specifically upregulated over 2-fold by both minor-warming and warming conditions in Kenshin but not in Chiifu (Table S13). Among these, 27 genes were nonannotated and unknown genes. 

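With a PI over 500 in at least 1 sample, 330 genes rose at least 2-fold by both warming and minor warming in Chiifu and stayed under 2-fold in both comparisons in Kenshin. The paper's Table 1 defines specifically expressed genes by no change or downregulation under the other conditions and states no limit for no change. The limit of 2-fold was chosen after counts under several limits had been seen. With the other line at or under 1-fold in both comparisons, 65 genes were left in Chiifu. By warming alone 578 genes were specific to Chiifu, and by minor warming alone 613. In both lines, counts by a treatment alone also required the line's own other comparison to stay under 2-fold.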

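In Kenshin, 294 genes rose at least 2-fold by both treatments and stayed under 2-fold in both comparisons in Chiifu. With Chiifu at or under 1-fold in both comparisons, 94 genes were left. By warming alone 755 genes were specific to Kenshin, and by minor warming alone 749. Whether the rise of a gene differed between the lines was not tested, since each line had 1 value per temperature.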

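At least a 2-fold rise by warming and by minor warming in both lines was found for 142 genes. Tables 3 and 4 list 41 heat shock, chaperone and heat marker genes, counting the heat shock response class of Table 3 and all of Table 4, and 15 of the 41 were among the 142. Genes of the 41 among the 142 include *BrHSFA2*, *BrHSFB2A* and the unknown protein Bra020728, so these are not heat shock proteins and chaperones alone. Of the 15 heat shock response genes of Table 3, 13 were among the 142. The study chose Table 3 on these samples, partly by expression in Kenshin, so this share is not independent evidence. *BrHSFB2A* (Bra029292) rose 8.47-fold by warming and 8.21-fold by minor warming in Chiifu, and 6.50-fold and 4.36-fold in Kenshin. The *BrHSP20-L* gene Bra029174 rose 15.3-fold and 14.2-fold in Chiifu, and 26.1-fold and 4.60-fold in Kenshin.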

Genes commonly upregulated in both Chiifu and Kenshin under both minor-warming and warming conditions included 15 *HSP*s and chaperone genes (Table S14). We subjected the genes listed in Tables S12–S14 to further GO enrichment analysis (Table 2, Table 3 and Table 4).

#### 2.1.5. Genes Upregulated by Both LT and Warming Treatment

Since both LT (transfer from 22 to 12 °C) and warming (transfer from 12 to 28 °C) are considered to be temperature-stress treatments, we analyzed genes responsive to LT and warming conditions (Table 1; Tables S7 and S15). 

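At least a 2-fold rise by both LT and warming was found for 37 genes in Chiifu and 56 genes in Kenshin. The 12 °C sample enters these comparisons with opposite signs, so overlap between them is reduced by the design. After random exchange of the 3 temperatures within each gene, the mean was 72.4 genes in Chiifu, with a range of 48 to 98, and 84.6 genes in Kenshin, with a range of 59 to 109. The counts of both lines lie below all of the 1000 exchanges, which keep each gene's changes between the other temperatures and so are not counts expected without an effect.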

We expected that genes upregulated by LT would also be upregulated by warming, but only a small number of genes in these categories overlapped: 40 and 59 genes in Chiifu and Kenshin, respectively (Table 1; Table S15). 

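For a single gene, *BrHSFA2* (Bra000557), PI rose at least 2-fold by LT and by warming in both lines. Its rise by LT was 3.29-fold in Chiifu and 2.12-fold in Kenshin, and its rise by warming was 5.64-fold and 3.29-fold. PI at 22 °C was below 500 in both lines, and at 12 °C it was below 500 in Chiifu. With 50 added to each intensity before the ratio, the rise by LT was 2.32-fold in Chiifu and 1.936-fold in Kenshin, so that no gene passed in all 4 comparisons. The limma fit gave a shared log2 change by LT of 1.40 (standard error 0.38, adjusted p = 0.284), with a rise in both lines.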

Interestingly, only one gene, *BrHSFA2* (Bra000557, an ortholog of AT2G26150), was upregulated under both conditions as well as in both inbred lines. Therefore, BrHSFA2 represents a candidate temperature-specific regulator in Chinese cabbage. 

In contrast to the single upregulated gene, many genes were downregulated by both LT and warming (Table S16). Whereas no gene was upregulated under both LT and warming conditions in Chiifu, 28 genes were downregulated under both conditions in Kenshin, implying that Kenshin is more sensitive to changes in temperature. 

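Of the genes detected, 53 in Chiifu and 89 in Kenshin fell at least 2-fold by both LT and warming, and 4 did so in both lines. These 4 genes were Bra003396, Bra005458, Bra021444 and Bra033278, named after their values had been seen. Random exchange of the temperatures gave 72.7 such genes on average in Chiifu (range 49 to 102) and 84.5 in Kenshin (range 62 to 114). Of the 89 genes of Kenshin, 23 rose at least 2-fold by LT in Chiifu, 13 fell at least 2-fold and 53 changed less than 2-fold. By warming, 46 of the 89 fell at least 2-fold in Chiifu as well.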

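In Kenshin, PI of the *BrHYH* gene Bra022225 was 3262 at 22 °C, 1179.9 at 12 °C and 91.9 at 28 °C, and that of the *BrHYH* gene Bra021258 was 1328, 529 and 122. *BrGA2OX1* (Bra008362) had PI values of 701, 349 and 28.8. *BrCOL1* (Bra023541) had values of 1801, 661 and 170.4. The *BrCOL2* genes had values of 1808, 631 and 167 for Bra021464, and of 520.2, 155 and 63.2 for Bra001043. In Chiifu all 6 genes were highest at 12 °C. PI there went from 289 at 22 °C to 748 at 12 °C and 142 at 28 °C for Bra022225, and from 64.5 to 702 and 11.4 for Bra008362. The other 4 genes rose between 2.56-fold and 3.96-fold by LT in Chiifu. The difference between the lines was not tested.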

The expression levels of these 28 genes were highest under normal growth conditions and lowest at 28 °C. Well-known genes in this category include genes encoding HY5-homolog (*HYH*; AT3G17609; Bra022225, Bra021258), gibberellin 2-oxidase 1 (*GA2OX1*; AT1G78440; Bra008362), CONSTANS-like 1 (*COL1*; AT5G15850; Bra023541), and CONSTANS-like 2 (*COL2*; AT3G02380; Bra021464, Bra001043).

### 2.2. GO Analysis of Warming- and Minor Warming-Responsive Genes

To identify genes associated with acclimation or adaptation to HT, we functionally classified upregulated genes in Kenshin under warming conditions, in Kenshin under both warming and minor-warming conditions, and in both lines under warming and minor-warming conditions (Tables S12–S14) via GO analysis (Table 2). Unexpectedly, no gene was identified in the “heat acclimation” or “response to heat” category among genes only expressed in Kenshin in response to warming conditions, but these categories were enriched among upregulated genes in both lines. Only one “heat acclimation”-related gene (*BrCYP71B2*) was identified in Kenshin under both minor-warming and warming conditions. However, several genes in putative HT adaptation-related gene categories were identified, such as 6 “heat acclimation”, 13 “response to heat”, and “chromosome organization” genes, among genes upregulated by warming and minor warming in both lines. 

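*BrHSFA2* had PI values in Chiifu of 67.7 at 22 °C, 223 at 12 °C and 1256 at 28 °C, and in Kenshin of 256, 542 and 1786. *BrROF2* (Bra037477) had values of 309, 283 and 4967 in Chiifu, and of 1632, 352 and 6607 in Kenshin. The 3 *BrHSP18.2* genes rose by warming in both lines. *BrHSP18.2A* (Bra002539) rose 2.89-fold in Chiifu and 88.5-fold in Kenshin, where its PI at 12 °C was 57.8 and the rise was 47.9-fold with 50 added to each intensity. *BrHSP18.2B* (Bra020295) rose 3.04-fold and 27.3-fold, and *BrHSP18.2C* (Bra006697) rose 3.12-fold and 13.5-fold. By minor warming *BrHSP18.2A* rose 10.2-fold (6.47-fold with 50 added) and 24.8-fold and *BrHSP18.2C* 2.15-fold and 7.51-fold, whereas *BrHSP18.2B* rose 2.21-fold in Kenshin and had a ratio of 0.703 in Chiifu. The *BrHSP20-L* gene Bra030910 rose 4.28-fold by warming in Chiifu and 3.47-fold in Kenshin, and Bra018383 rose 4.03-fold and 7.84-fold.

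**Figure D2:**
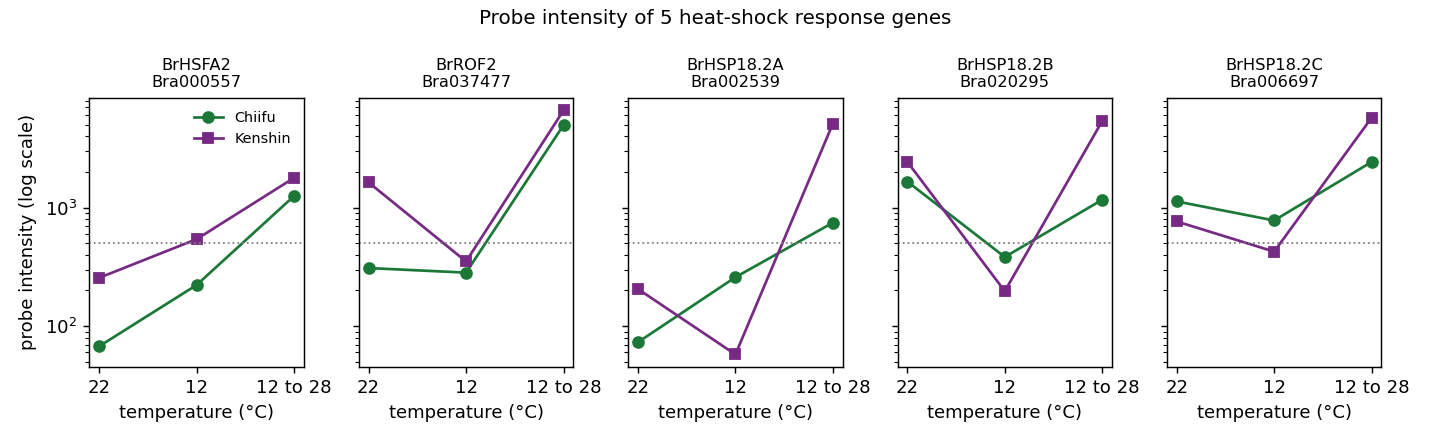
PI (log scale) of *BrHSFA2*, *BrROF2* and the 3 *BrHSP18.2* genes at 22 °C, 12 °C and after the move from 12 to 28 °C. Each point is 1 deposited value, circles stand for Chiifu and squares for Kenshin, and the dotted line marks a PI of 500. All 5 genes are higher on the array in Kenshin than in Chiifu at 28 °C, *BrHSFA2* by 1.42-fold. By qRT-PCR the paper reports more total *BrHSFA2* transcript in Chiifu.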

Genes in the “heat acclimation” category included *BrHSP18.2*, *BrROF2* (FKBP-type peptidyl-prolyl *cis-trans* isomerase family protein), *BrHSP20-L*, *BrHSFA2*, *BrMge1* (*Mitochondrial GrpE2*), and an unknown gene. Genes in the “response to heat” category included most sHSPs, and “chromosome organization” genes included *BrHON4*, *BrSMP1* (*Swellmap 1*), *BrSWIB*, *BrENTG/VHS* family protein, and *BrSWC6* (SWR1 complex subunit 6) (Table S14). 

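PI of *BrSMP1* (Bra023741) was 141 at 22 °C, 232 at 12 °C and 1189.6 at 28 °C in Chiifu, and 664, 589 and 1712 in Kenshin. It rose 5.14-fold by warming and 8.46-fold by minor warming in Chiifu, from values below 500, and 2.91-fold and 2.58-fold in Kenshin. The shared log2 change by minor warming from the limma fit was 2.22 (standard error 0.45, adjusted p = 0.214), with a rise in both lines.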

Categories that were specifically enriched in Kenshin under warming conditions included “lipid biosynthetic process”, “response to hormone stimulus” (most were auxin responsive), “intracellular membrane bound organelle” (most of unknown function), and “signal transduction” (most were defense related) (Table S12).

### 2.3. Identification of Genes Associated with HT Adaptation in Kenshin

To identify HT adaptation-related genes, we adopted several selection criteria based on the results shown in Table 2. The selection criteria were: (1) expression levels in Kenshin at 22 °C over 2-fold higher than those in Chiifu (we hypothesized that genes essential for long-term adaptation to HT would exhibit high basal levels of expression); and (2) expression levels under both warming and minor-warming conditions at least 2-fold higher in Kenshin than in Chiifu. Sixty-four genes were identified (Table 3), including 16 genes that were upregulated in both lines under minor-warming and warming conditions (asterisks in Table 3): 10 HSR genes, 2 TF (transcription factor) genes, 1 SF (splicing factor) gene, and 3 other genes. 

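Read as a PI in Kenshin at 22 °C at least 2-fold above Chiifu, with a rise of at least 2-fold in Kenshin by both warming and minor warming, the criteria were met by 72 genes. This reading was chosen after counts under several readings had been seen. Of the 72 genes, 56 are among the 64 of Table 3 and 16 are not, and 8 genes of Table 3 did not meet this reading. A 3-fold cutoff left 13 genes, the largest move of any alternative. When PI at 28 °C also had to be at least 2-fold above Chiifu, 53 genes were left. Of the 64 genes of Table 3, 62 had a higher PI in Kenshin than in Chiifu at 28 °C, and for 50 the difference was at least 2-fold. PI in Chiifu at 22 °C was below 500 for 54 of the 64. Among the 72 genes, 32 rose at least 2-fold by warming and minor warming in both lines. Among the 64 genes, 26 did so, and these include all 18 genes marked with an asterisk. Of the marked genes, 13 are in the heat shock response class, 2 are transcription factors and 3 are in the class of others. The limma fit gave 0 of the 64 genes at an adjusted p of 0.05 over all genes tested. With p adjusted over the list alone, 27 genes passed for warming and 32 for minor warming, all upward, which is not independent evidence because the study chose the list on these samples. The paper hypothesizes that genes needed for long-term adaptation to HT have high basal expression. From its criteria it proposes that the 16 genes it counts as upregulated in both lines might have roles in HT adaptation.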

The two transcription factor genes were *BrPIF6* (Bra007660; phytochrome-interacting factor 3-like 2; PIL2/PIF6) and *Bra006853* (MYB-like transcription factor family protein). 

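*BrPIF6* had PI values in Chiifu of 218 at 22 °C, 239 at 12 °C and 537 at 28 °C, and in Kenshin of 426, 684 and 1883. At 22 °C it was higher in Kenshin by less than 2-fold. Its rise by warming was 2.25-fold in Chiifu and 2.76-fold in Kenshin, and by minor warming it was 2.46-fold and 4.42-fold. Bra006853 rose 5.55-fold and 8.96-fold by warming and 2.15-fold and 3.09-fold by minor warming. Its PI at 22 °C was 1808 in Chiifu and 741 in Kenshin, a ratio of Kenshin to Chiifu of 0.41. Bra002790, a MYB-like gene with an asterisk in Table 3, had a PI at 22 °C of 88.7 in Chiifu and 251 in Kenshin, both below 500, and rose 3.82-fold and 5.34-fold by warming.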

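At 22 °C, PI of Bra037453 was 185 in Chiifu and 539 in Kenshin, and it rose by warming 2.71-fold in Chiifu and 2.02-fold in Kenshin. *BrGLN1.3* (Bra021276) had a PI of 1197 in Chiifu and 2798 in Kenshin at 22 °C, and of 2579 and 7326 at 28 °C. *BrROT3* (Bra011678) was 7.60-fold higher in Kenshin at 22 °C, where PI was 52.1 in Chiifu and 395 in Kenshin, and it rose 2.52-fold by warming in Chiifu and 4.11-fold in Kenshin.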

Genes in other categories included *Bra037453* (disease resistance protein (CC-NBS-LRR class) family) for “response to stress”, *BrGLN1.3* (Bra021276; glutamine synthetase 1.3) for “ligase activity”, and *BrROT3* (Bra011678; cytochrome P450 superfamily protein (ROT3)) for “lipid biosynthesis process”. These 16 genes might play important roles in HT adaptation in *B. rapa*. We subjected three of these genes to further analysis: *BrHSFA2*, *BrHSP18.2s*, and *BrSMP1* (Bra023741).

### 2.4. Comparison of HT-Related Gene Expression between B. rapa and Arabidopsis

Genes involved in thermotolerance (basal thermotolerance, acquired thermotolerance, and warming tolerance) and the associated marker genes are well known in the model plant *Arabidopsis*. To determine whether the same set of genes functions in *B. rapa*, we compared the expression patterns of these genes and other *HSP* genes with our microarray data (Table 4). Warming genes (*PHYB*, *HSP70*, and *PIF4*) identified in *Arabidopsis* were highly expressed in all *B. rapa* samples, with no notable increase in expression upon warming treatment, implying that genes responsible for long-term HT adaptation in *B. rapa* are different from *Arabidopsis* warming genes. 

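The array carried 2 genes for each of these names in Table 4. PI of the *BrPHYB* gene Bra022192 lay between 7989 and 16575 over the 6 samples, and its ratio of 28 to 12 °C was 0.784 in Chiifu and 1.23 in Kenshin. The *BrPHYB* gene Bra001650 had lower values, with 402 in Kenshin at 22 °C and a highest value of 1083, and ratios of 1.08 in Chiifu and 0.486 in Kenshin. The *BrHSP70* gene Bra001457 went from 2512 at 12 °C to 8099 at 28 °C in Chiifu, a 3.22-fold rise, and from 6732 to 13032 in Kenshin, a 1.94-fold rise. The *BrHSP70* gene Bra038734 rose 6.79-fold in Chiifu and 1.86-fold in Kenshin. The *BrPIF4* gene Bra037742 had ratios of 0.808 in Chiifu and 1.34 in Kenshin, with PI between 1988 and 4296. The limma fit gave a shared log2 change by warming of 1.83 for Bra038734 (standard error 0.68, adjusted p = 0.271) and of 1.32 for Bra001457 (standard error 0.50, adjusted p = 0.277), each with a rise in both lines.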

In other cases, we assumed differences among samples, such as two contrasting lines in *B. rapa* vs. an ecotype of *Arabidopsis*. 

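PI of the *BrPIF4* gene Bra000283 in Chiifu was 19533 at 22 °C, 12261 at 12 °C and 15413 at 28 °C. In Kenshin it was 13610.0 at 22 °C, 9359 at 12 °C and 24186 at 28 °C, a 2.58-fold rise by warming and a 1.78-fold rise by minor warming. In Chiifu its ratio was 1.26 by warming and 0.789 by minor warming. The shared log2 change by warming was 0.85 in the limma fit (standard error 0.35, adjusted p = 0.306), with a rise in both lines.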

*BrPIF4* (Bra000283) expression appeared to be somewhat related to HT adaptation in *B. rapa*. Two Chinese cabbage genes homologous to acquired thermotolerance-related genes in *Arabidopsis*, *BrROF2* and *BrHSFA2*, appear to be critical for warming adaptation in *B. rapa*. 

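By warming *BrROF2* rose 17.6-fold in Chiifu and 18.8-fold in Kenshin, and by minor warming it rose 16.1-fold and 4.05-fold. The limma fit gave a shared log2 change by warming of 4.18 for *BrROF2* (standard error 0.59, adjusted p = 0.106) and of 2.11 for *BrHSFA2* (standard error 0.38, adjusted p = 0.121), each with a rise in both lines. At 22 °C, PI in Kenshin was 5.28-fold that in Chiifu for *BrROF2* and 3.78-fold for *BrHSFA2*, and at 28 °C these ratios were 1.33 and 1.42.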

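Table 4 lists 37 genes, of which 36 had a PI over 500 in at least 1 sample. At least a 2-fold rise by warming was found for 20 of the 37 in Chiifu and 19 in Kenshin, and by minor warming for 20 and 23. The median log2 change of the 36 genes by warming was 1.21 in Chiifu and in Kenshin, above all of 10000 random lists of 36 genes matched on mean expression. By minor warming it was 1.09 and 1.12, again above all random lists. By LT it was 0.10 in Chiifu, at the 90.7 percentile of random lists, and -0.12 in Kenshin, at the 8.18 percentile. Without the genes also listed in Table 3, the median by warming over 25 genes was 0.72 in Chiifu and 0.66 in Kenshin, while the median by LT was 0.02 in Chiifu, at the 66.4 percentile, and 0.17 in Kenshin, at the 92.3 percentile, so its direction in Kenshin depended on the genes shared with Table 3. Percentiles describe the list and are not tests, since each line had 1 sample per temperature and genes are not independent replicates. In the limma fit 0 of the 36 genes passed an adjusted p of 0.05 over all genes tested, and adjusted over the list alone 14 passed for warming and 11 for minor warming, all upward. The paper marks some of these genes as notable on the same samples, so the counts over the list are not independent evidence.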

The expression levels of several *HSP* genes were also consistent with warming treatment, pointing to their possible involvement in adaptation to HT.

### 2.5. Confirmation of Microarray Data via qRT-PCR

To confirm the expression levels of the genes detected by microarray analysis, we performed RT-PCR analysis of several selected genes (Figure 5). Although RT-PCR appears to be less sensitive than microarray analysis, RT-PCR results are often used to support microarray data. The expression levels of most of these genes increased upon warming treatment (28 °C), with maximum levels detected at 45 °C. These genes included three heat-acclimation-related genes (*BrHSFA2*, *BrHSFB2A*, and *BrROF2*), various *HSP* genes (especially *sHSP*s), peroxidase family genes, and others. Several genes showed high basal expression levels that further increased upon warming conditions: *BrHSP98.7*, *BrHSP70*, *BrHSP21*, three *BrHSP20L*s (Bra30910, Bra01883, Bra01884), and *BrMPSR1*. As expected, all of these genes showed higher basal expression levels in Kenshin than in Chiifu. 

### 2.6. Expression of BrHSFA2 and BrHSP18.2

Based on our data (Table 3 and Table 4) and previous reports [22,23,24], we selected *BrHSFA2* and *BrHSP18.2A-C* for further analysis of their possible involvement in response to warming and HT conditions. To examine whether *BrHSFA2* undergoes alternative splicing upon HT exposure, as does *Arabidopsis HSFA2*, and whether the intron sequences of this gene are the same in Kenshin and Chiifu, we cloned and sequenced at least 10 clones of the *BrHSFA2* intron region including part of Exon 1 and Exon 2 from both lines. These 548 bp fragments, including the 337 bp intron sequence, were 100% identical between Chiifu and Kenshin (NCBI accession MH310901, MH310902). We then compared *BrHSFA2* with the homologous sequence from *Arabidopsis* to investigate whether *BrHSFA2* also undergoes alternative splicing (Figure S1). As shown in Figure S1B, *BrHSFA2* might contain a mini-exon with a TAG stop codon, which produces a truncated version of the BrHSFA2 polypeptide via alternative splicing. The truncated version of BrHSFA2 has different C-terminal amino acids from *Arabidopsis* HSFA2 (Figure S1C). 

To confirm that alternative splicing occurs in *BrHSFA2*, we carried out qRT-PCR with a reverse primer consisting of possible mini-exon-derived mRNA (Table S1; Figure 6). The levels of an alternatively spliced form of the transcript were higher in Kenshin than in Chiifu upon warming conditions (Figure 6D), while the total transcript levels (full-length + alternatively spliced form) were higher in Chiifu (Figure 6C). The level of full-length mRNA was higher in Kenshin than in Chiifu (Figure 6B). These results indicate that alternative splicing occurs in the intron of *BrHSFA2*, that this process facilitates the expression of full-length *BrHSFA2* as in *Arabidopsis*, and that the levels of the alternatively spliced form of this gene are higher in Kenshin (adapted to HT) than in Chiifu. To examine any association of the alternative splicing of *BrHSFA2* with *BrSMP1*, encoding a spliceosome component and a candidate gene involved in HT adaptation in Kenshin (Table 3), we examined the expression of *BrSMP1* under the same conditions (Figure S3). The expression pattern of *BrSMP1* upon warming and HS was proportional to *BrHSFA2* expression, suggesting the possible involvement of BrSMP1 in alternative splicing of *BrHSFA2* upon HT treatment.

HSFA2 is responsible for maintaining HS memory up to two days in *Arabidopsis* by maintaining histone methylation, thereby enabling the quick induction of HSR genes upon recurring HS [23,24]. HSFA2 has the most pronounced effect on *Arabidopsis HSP18.2* (*Hsp18.1-CI*/AT5G59720) [23]. *B. rapa* possesses three homologs corresponding to *AtHSP18.2*, *BrHSP18.2A* (Bra002539), *BrHSP18.2B* (Bra020295), and *BrHSP18.2C* (Bra006697), as listed in order from the highest to lowest identity with *AtHSP18.2*. These three genes encode highly identical polypeptides (93–96% identity) (Figure S2), but we successfully generated primer sets to distinguish each gene (Table S1). A gradual increase in temperature (by 5 °C every 2 h [HS]) strongly upregulated all three genes at 37 °C, with the greatest increase observed for *BrHSP18.2A* and *BrHSP18.2B* in Kenshin (Table 5). However, under warming conditions, compared with 27 °C during HS treatment, tremendous increases were observed in the expression of *BrHSP18.2A* and *BrHSP18.2B* in Kenshin, but there was a several-fold higher increase in *BrHSP18.2C* expression in Chiifu than in Kenshin. These results appear to reflect the different responses of *B. rapa* to HT acclimation compared with *Arabidopsis*, as well as differences between Kenshin and Chiifu.

### 2.7. BrHSP18.2 Promoter Analysis

The differential expression levels of the three *BrHSP18.2*s upon warming treatment prompted us to analyze cis-elements in their promoters. We designed a common forward primer based on a comparison of known *B. oleracea* genes, *B. napus* genes, three *B. rapa* genes (*BrHSP18.2A*: *Bra002539*, *BrHSP18.2B*: *Bra020295*, *BrHSP18.2C*: *Bra006697*), and AT5G59720, as well as specific reverse primers for each gene (Table S1). We obtained promoter sequences of different sizes (from the ATG start codon): 1257 bp for *BrHSP18.2A*, 969 bp for *BrHSP18.2B*, and 1199 and 1236 bp for *BrHSP18.2C*_Chiifu and Kenshin, respectively (NCBI accession MH310903-8). The promoter sequences of *BrHSP18.2A* and *B* were identical between Chiifu and Kenshin, but the promoter sequences of *BrHSP18.2C* were not similar between the two inbred lines. However, the promoters of the three genes were different from each other but with partially conserved regions.

Despite sequence difference among the *BrHSP18.2A*, *B*, and *C* promoters, four HSE-binding modules [25] were present between −53 and −194 upstream of the ATG start codon: two head-to-head (nGAAnnTTCn) and two tail-to-tail (nTTCnnGAAn) modules (Figure S4). Two modules at −194 to −180 were overlapping. In *Arabidopsis*, eight HSEs (a(g,t,c)GAAn, a(g,t,c)GnAn, or a(g,t,c)Gann) have been detected between −97 and −53 bp in *HSP18.2*, and six HSE deletions were detected, leading to a loss of promoter activity [26]. In *BrHSP18.2*s, seven HSEs were present. The finding that *BrHSP18.2A*, *B*, and *C* possess sufficient numbers of HSEs for HSF binding, as well as possessing identical HSEs, points to the importance of having sufficient numbers of HSFs (or other elements) to control *HSP* expression levels.

## 3. Discussion

Plants exposed to HT exhibit reduced growth and development, as well as changes in signaling cascades or gene expression, representing adaptive responses to HT [27]. Global climate change has prompted breeders to develop thermotolerant crop varieties, including vegetable crops. Identifying genes that regulate plant responses to warming (or HT adaptation) and elucidating the mechanisms underlying their functions will be crucial for coping with the effects of global warming on agriculture. To identify and characterize warming-associated genes from Chinese cabbage, we subjected Chiifu and Kenshin, two contrasting inbred lines with respect to geographic origin and temperature responsiveness, to transcriptome analysis with a newly developed 3′-tiling microarray (135 K) covering the whole *Brassica rapa* genome using newly designed temperature treatments. Although the warming condition is different from the heat stress, some of HSR genes like *sHSP*s showed similar upregulated patterns as described in previous work [17]. However, this analysis yielded several novel findings, including the discovery of putative HT-adaptive genes, alternative splicing of *BrHSFA2*, and the expression patterns of its target genes.

### 3.1. Transcriptome Analysis

Of the three treatments, both warming and minor-warming conditions upregulated genes enriched in five biological process categories in both inbred lines, including “response to heat”, “heat acclimation”, and “response to temperature stimulus” (Figure 2 and Figure 3), indicating that the general responses of both lines are similar. However, genes involved in “response to auxin stimulus” were upregulated by both warming and minor warming in Kenshin, but not in Chiifu. This category of genes might be important for HT adaptation in Chinese cabbage. There is increasing evidence for an association between HT and auxin responses—HT reduces auxin biosynthesis [28], and HSPs such as sHSP22 [29] and cytosolic HSP90 [30] regulate auxin responses.

Our transcriptome analysis indicated that *BrHSFA2* was upregulated or induced in both lines under all three treatment conditions (LT, warming, and minor warming). 

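By minor warming, PI of *BrHSFA2* (Bra000557) rose 18.5-fold in Chiifu and 6.98-fold in Kenshin, from values at 22 °C below 500. With 50 added to each intensity, these rises were 11.1-fold and 6.00-fold. The shared log2 change by minor warming in the limma fit was 3.51 (standard error 0.38, adjusted p = 0.199), with a rise in both lines.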

*Arabidopsis HSFA2* is induced by HT and plays a role in the maintenance of HS memory [26,31,32]. *Arabidopsis HSFA2* expression is also associated with H_2_O_2_/ROS stress [33] and salt/osmotic stress [34], suggesting that it plays an important role in responses to various stress conditions. The induction of *BrHSFA2* expression by LT treatment suggests that BrHSFA2 targets LT-responsive genes besides HSR genes upon exposure to HT. 

### 3.2. Functional Classification of Putative Warming Genes

As shown in Table 2 and Tables S12–S14, most genes belonging to the GO categories “heat acclimation”, “response to heat”, and “chromosome organization” were upregulated in both inbred lines, but their levels were higher in Kenshin than in Chiifu. These results suggest that the minor differences in expression of these genes in *B. rapa* could result from long-term adaptation to HS or that the genes identified in *Arabidopsis* could be associated with short-term HS adaptation. *BrCYP71B2* (involved in “heat acclimation”) was upregulated in Kenshin under both minor-warming and warming conditions; its homolog is also upregulated upon HS in *Arabidopsis* [35], indicating its possible involvement in the HSR in *B. rapa*. Some putative HT adaptation-related genes have well-known functions in *Arabidopsis*. For example, *Mge1* is induced by heat (under the control of HsfA1) and confers thermotolerance under priming conditions [36]. *Arabidopsis* SMP1 and SWC6 are associated with splicing [37] and chromatin remodeling [38], respectively. These findings suggest that these genes might play a role in HT adaptation in Kenshin. Kenshin-specific genes were classified into four categories (“lipid biosynthetic process”, “response to hormone stimulus”, “intracellular membrane bound organelle”, and “signal transduction”) (Table 2; Table S12), but none were found to be involved in HT adaptation, except for auxin-responsive genes. Further studies are needed to investigate the roles of these genes in *B. rapa*.

### 3.3. Putative HT Adaptation-Related Genes in Kenshin

To identify and characterize putative HT adaptation-related genes in Kenshin, we applied new cutoff criteria (Table 3) compared with known genes from *Arabidopsis* (Table 4) and confirmed their expression by RT-PCR (Figure 5). Unexpectedly, *B. rapa* warming genes appeared to differ from those of *Arabidopsis*, suggesting that different warming adaptation mechanisms or different sets of genes might function in *B. rapa* upon warming conditions. *Arabidopsis* warming genes such as *PHYB*, *HSP70*, and *PIF4* were highly expressed in all *B. rapa* samples, with no notable increase upon warming treatment. Only the expression pattern of *BrPIF4* (Bra000283) appeared to be somewhat related to HT adaptation, and two homologs of acquired thermotolerance-related genes in *Arabidopsis*, *BrROF2* and *BrHSFA2*, appeared to be responsive to warming in *B. rapa*. PIF4, a basic helix-loop-helix (bHLH) transcription factor, is a central regulator of ambient temperature signaling in *Arabidopsis* [9]. PIF4-mediated thermomorphogenesis is associated with the circadian clock [39,40], auxin [9,41,42], other phytohormones [43,44], and epigenetic modification [6]. Quint et al. (2016) [11] indicated that PIF controls thermomorphogenesis via three molecular circuitries: (1) transcriptional regulation of circadian clock genes; (2) post-translation regulation by phosphorylation and degradation; and (3) phytohormonal control through interactions at various levels. These findings and our expression data suggest that BrPIF4 plays a role in the adaptation of Kenshin to HT.

Most warming-responsive genes in Kenshin are orthologs of *Arabidopsis* genes involved in acquired thermotolerance: HSR genes, s*HSP*s, peroxidase family genes, and disease-resistance genes (Table 3; Figure 5). The expression of other *HSP* genes and *BrMPSR1* also increased in response to warming conditions, suggesting their possible involvement in HT adaptation (Figure 5). The roles of a few s*HSP*s in heat tolerance have been examined, including genes encoding HSP 21 (*HSP21*; Bra026317, AT4G27670) [45] and 17.6 kDa class II HSP (*HSP17.6II*; AT5G12020; Bra006137, Bra008920) [29]. However, many s*HSP*s, such as *HSP21*, *HSP22.0*, *HSP18.2*, and *ASCORBATE PEROXIDASE 2* (*APX2*), are HS memory-related genes [22] and are targeted by HSFA2 to help maintain HS memory [31,32]. Class III peroxidases (PRXs) are plant-specific enzymes encoded by multigene families that are involved in lignification, cell elongation, stress responses, and seed germination [46]. Ascorbate peroxidase (APX), a key antioxidant enzyme, participates in various abiotic stress responses and in maintaining cellular homeostasis [47]. In *Arabidopsis*, MPSR1 (Misfolded Protein Sensing RING E3 Ligase 1) is involved in the rapid degradation of misfolded proteins due to protein-damaging stress, thereby controlling proteotoxic stress in the cytoplasm [48]. In *B. rapa*, two *MPSR1* genes (*BrMPSR1-1* (*Bra012441*) and *BrMPSR1-2*(*Bra016290*)) appear to be regulated at the transcriptional level or regulated in evolutionarily divergent ways. These genes might also participate in HT tolerance in Kenshin. Together, these findings support the notion that these genes play a role in long-term adaptation to HT in Kenshin.

### 3.4. BrHSFA2 and Its Target BrHSP18.2s

The expression of *Arabidopsis HSFA2* is dependent on HS (the expression of which is amplified by the production of its alternatively spliced form), increases the expression of target HSR genes such as *HSP18.2*, and confers acquired thermotolerance or HS memory. In the current study, *BrHSFA2* expression and splicing, and the expression of its target gene, *BrHSP18.2s* (Figure 6; Table 5), followed a similar pattern to that of *Arabidopsis* under warming conditions, implying that the warming response of *B. rapa* is similar to acquired thermotolerance in *Arabidopsis*.

Acquired thermotolerance by exposure to moderate HS confers tolerance to normally lethal HT [7]; this thermotolerance is maintained as HS memory for several days [32,49,50]. Three HS memory maintenance-related genes have been identified in *Arabidopsis*, which maintain this memory for several days after the plant returns to nonstress temperature conditions: two days for *HSFA2* [23,24,28], three days for heat stress-associated 32 kD protein gene (*Hsa32*) [49], and three days for *miR156* [22]. The maintenance of HS memory results from the induced hypermethylation of target genes (*HSR* genes), although not all target genes are hypermethylated [51].

*Arabidopsis* HSFA2 is a key regulator of responses to various types of stress including heat, high light, and ROS stress and is required for extending acquired thermotolerance by maintaining the expression of *HSP* genes [26,28,31]. HSFA2 is a regulatory component responsive to the accumulation of misfolded proteins in the cytosol [52]. HSFA2 also induces abscisic-acid-mediated heat tolerance by upregulating *HSPs* in both a monocot (fescue) and a dicot (*Arabidopsis*) [53]. HSFA2 is responsible for maintaining HS memory up to two days by maintaining histone methylation, thereby inducing HSR gene expression upon recurring HS [23,24]. Many small *HSP* genes, such as *HSP21*, *HSP22.0*, *HSP18.2*, and *ASCORBATE PEROXIDASE 2* (*APX2*), are HS memory-related genes in *Arabidopsis* [22,24], whereas *Hsp70* (AT3G12580) and *Hsp101* (AT1G74310) are non-HS memory-related genes [24]. *Arabidopsis HSFA2* produces an alternatively spliced form (truncated form) upon HS, and this truncated form in turn increases *HSFA2* transcription levels [54]. This scenario appears to operate in *B. rapa* as well, where *BrHSFA2* undergoes alternative splicing, is upregulated, and induces/maintains target gene expression/memory. Alternative splicing by a spliceosome complex is an important mechanism in the sensing of (and adaptation to) small variations in ambient temperature [14], as well as acquired thermotolerance conditions [48], in *Arabidopsis*. These findings imply that temperature changes, including HS and priming, lead to alternative splicing. Alternative splicing might contribute to long-term adaptation to HT in Chinese cabbage, in which thermotolerance does not appear to be due to morphological and architectural changes caused by high ambient temperatures, as found in other plants (thermomorphogenesis) [11].

### 3.5. BrHSP18.2s Promoters and Their Possible Control

The induction of *Arabidopsis HSP18.2* (*Hsp18.1-CI*/AT5G59720) expression by HSFA2, a major thermotolerance HSF [24,26,31], is related to the role of HSFA2 in sustaining H3K4 methylation [24]. The promoter activity of *ArabidopsisHSP18.2* is highest at 35 °C [55]. This promoter contains eight HSE modules between −97 and −53 bp; the deletion of two modules maintains promoter activity, but a deletion of six modules causes a dramatic reduction in promoter activity [26]. All *BrHSP18.2* promoters contain seven HSE modules, implying that there is no difference in BrHSFA2 binding among the three *BrHSP18.2* promoters. In other organisms, at least two nGAAn units arranged head-to-head (nGAAnnTTCn) or tail-to-tail (nTTCnnGAAn) are required in the promoters of *HSPs* for efficient HSF binding [25]. Four HSE units were found in all *BrHSP18.2s* promoters, one of which is overlapping (Figure S4), indicating that *BrHSP18.2A* to *C* contain sufficient numbers of HSEs for TF binding. The binding of HSFA2 with several target genes including *HSP18.2* has been assessed [26], showing that two modules of a TATA-proximal HSE (nGAAnnTTCn) are essential for transcriptional activation by HSFA2. These modules are also conserved in all *BrHSP18.2s* promoters, suggesting that the expression differences among *BrHSP18.2s* upon HT exposure or warming conditions might be due to the presence of different numbers of HSFs such as *BrHSFA2* (which is controlled by alternative splicing) and/or other factor(s).

## 4. Materials and Methods

### 4.1. Plant Materials

Seeds of two Chinese cabbage (*Brassica rapa* ssp. *pekinensis*) inbred lines, Chiifu and Kenshin, were kindly provided by Woori Seed Co., Sejong City, Korea. The seeds were sown in a 32-hole tray (6 × 6 × 6 cm × 32 holes) and grown for approximately 3 weeks in a growth chamber at 22 °C under a 16 h light/8 h dark photoperiod with a photon flux density of 140 μmol m^−2^ s^−1^. For warming treatment, the plants were subjected to 12 °C for 2 days under the same photoperiod and transferred to 28 °C for 3 h. For extreme HS treatment, warming-exposed plants were further incubated at 45 °C in a growth chamber for 3 h. The samples were collected at the end of each treatment (Figure 1). Humidity of growth chambers was set to 70 ± 10%. Shoots from five individual plants were sampled and quickly frozen in liquid nitrogen. To prepare the other experimental samples, plants grown for 3 weeks were subjected to various temperature treatments.

### 4.2. Br135K Microarray Analysis

The Br135K microarray (Brapa_V3_microarray, 3′-Tiling microarray) is a high-density DNA array prepared with Maskless Array Synthesizer (MAS) technology by NimbleGen (http://www.nimblegen.com/) [55]. Probes were designed from 41,173 genes from *Brassica rapa* accession Chiifu-401-42 (http://brassicadb.org/brad/). All three probes were 60 mers with 30 bp overlaps in 120 bp regions (60 bp of coding sequence plus 60 bp of the 3’UTR for each gene), representing 123,647 features. Fifty features from five markers (*GUS*, *GFP*, *Bar*, *Kan*, *Hyg*) were also included. Total and polysomal RNA were extracted using an RNeasy Mini kit (Qiagen, GmbH, Hilden, Germany) and the RNA protect Reagent (Qiagen), and contaminating DNA was removed by on-column DNase digestion with RNase-free DNase (Promega, Madison, WI, USA). Labeling, data processing, and background correction were performed as described previously [56]. To assess the reproducibility of the microarray analysis, the experiment was repeated using independently prepared total RNA samples from two biological replicates. To obtain insights regarding the putative biological functions and biochemical pathways of the DEGs, enrichment analysis was carried out by searching the GO [57], agriGO [58], and Kyoto Encyclopedia of Genes and Genomes [59] databases.

### 4.3. RNA Extraction, RT-PCR, and qRT-PCR

Total RNA was extracted from the plant samples using an RNeasy Mini kit (Qiagen). The RNA was treated with RNase-free DNase (Promega) to remove genomic DNA contamination. RT-PCR was performed using an Avian Myeloblastosis Virus (AMV) One-step RT-PCR kit (Takara, Kusatsu, Shiga, Japan). The gene-specific primers used to analyze the selected genes are listed in Table S1. For qRT-PCR, the RNA was subjected to first-strand cDNA synthesis using an Ace-α kit with Oligo-dT primers (Toyobo, Osaka, Japan). The primer sequences were designed according to sequences from the *Brassica* database (BRAD, http://brassicadb.org/brad/). PCR was performed using SYBR^®^ Green Realtime PCR Master Mix-Plus (Toyobo, Japan) under the following cycling conditions: 30 s at 95 °C followed by 30 cycles of 95 °C for 5 s, 58 °C for 10 s, and 72 °C for 15 s.

### 4.4. Gene Cloning and Sequence Analysis

To analyze the intron sequence of *BrHSFA2* and promoter sequences of *B. rapa* small *HSP18.2* genes (*BrHSP18.2*s), genomic DNA was cloned and analyzed. Genomic DNA was isolated from Chiifu and Kenshin leaves using a DNeasy Plant Mini kit (Qiagen GmbH, Hilden, Germany). Primers were designed based on sequences listed in the BRAD website (Table S1). Genomic PCR was performed under the following conditions: denaturation (5 min at 94 °C), 30 cycles of amplification (30 s at 94 °C, 30 s at 52 °C, and 3 min at 72 °C), and a final extension (7 min at 72 °C). The PCR products were purified using a MEGA-Spin Gel Extraction kit (Intron Biotech. Inc., Sungnam, Korea) and cloned into the TA-vector using a T&A Cloning kit (RBC Bioscience Corp., New Taipei City, Taiwan). *Escherichia coli* (DH5α) cells were transformed with plasmid DNA carrying the desired insert. Plasmid DNA was purified using DNA-Spin (Intron Biotech. Inc., Sungnam, Korea) prior to sequencing (Macrogen, Seoul, Korea). To eliminate PCR and sequencing errors, at least 10 clones per gene were sequenced and analyzed. Any possible PCR and/or sequencing errors were eliminated by aligning independent sequences (http://www.genome.jp/tools-bin/clustalw).

## 5. Conclusions

This is the first report of the effects of long-term adaptation to warmer growth conditions or HT-adaptation of the gene expression profile in crops. We were able to derive the following conclusions from this study. Many DEGs were overlapping between minor-warming and warming conditions and in both lines examined, Chiifu and Kenshin. Most HT adaptation-associated genes in Chinese cabbage are homologous to acquired thermotolerance-related genes in *Arabidopsis*. Sixteen putative HT adaptation-related genes were identified: 10 HSR genes (including *BrHSFA2* and *sHSP*s), 2 TF genes (*BrPIF6* and a *BrMyB*), 1 SF gene (Pre-mRNA splicing Prp18-interacting factor, *BrSMP1*), and 3 other genes. Three additional genes, *BrPIF4*, *BrROF2*, and *BrMPSR1*, were also identified as candidate genes involved in HT adaptation. The degree of expression of *HSR* genes such as *BrHSP18.2*s appears to be related to the levels of HSF protein such as BrHSFA2 rather than their own promoter activity. Adaptation to HT in Chinese cabbage appears to be due to changes in the auxin response, increases in the alternative splicing of *BrHSFA2* to amplify its expression, HS memory of HSR genes, and their increases in expression upon recurring HT. The genes identified in this study could be utilized in molecular breeding and marker development after further analysis.

## Figures and Tables

**Figure 1:**
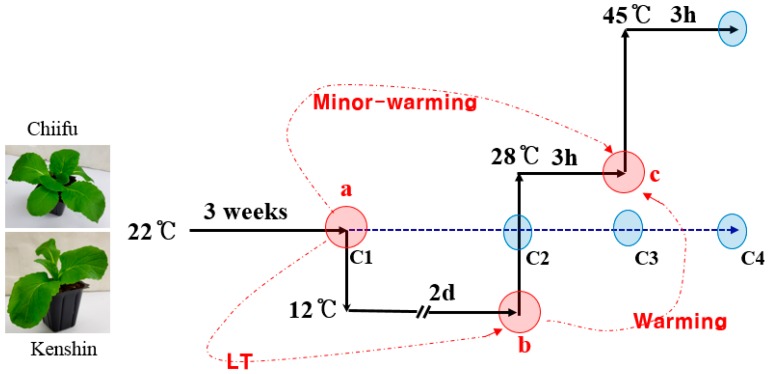
Temperature treatment and sampling schedule. Collection times are indicated by circles. Red circles (**a**–**c**) represent sampling times for the microarray experiments as well as qRT-PCR analysis. Blue circles indicate that the collected samples were only used for qRT-PCR. Shoots from five individual plants were sampled and frozen in liquid nitrogen. Treatments were as follows: (**a**) (22 °C) to (**b**) (12 °C); low-temperature (LT) conditions; (**a**) (22 °C) to (**c**) (28 °C), minor-warming conditions; and (**b**) (12 °C) to (**c**) (28 °C), warming conditions.

**Figure 2:**
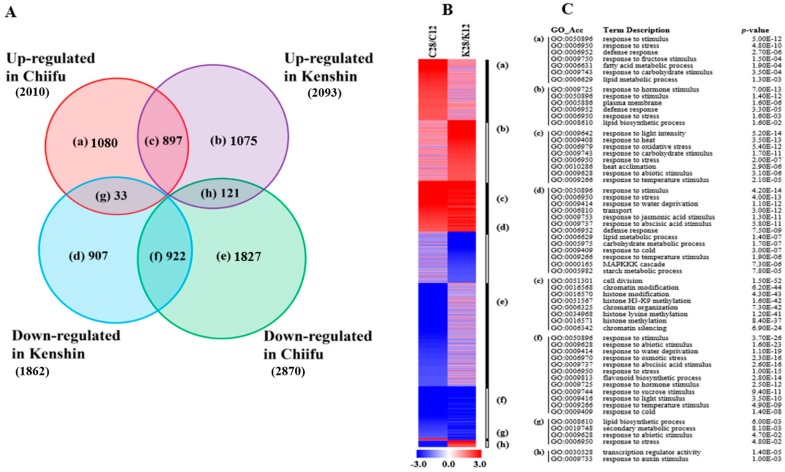
Analysis of warming-responsive genes from two contrasting inbred lines, Chiifu and Kenshin. (**A**) Venn diagram of DEGs with over 2-fold differences in expression; a–h indicate the groups of genes in each category; (**B**) Heatmap of DEGs in each group based on fold change; (**C**) Gene Ontology (GO) enrichment analysis of DEGs in each group, with *p* values obtained using the agriGO tool (http://bioinfo.cau.edu.cn/agriGO/index.php). C and K of Figure 2B indicate Chiifu and Kenshin, respectively.

**Figure 3:**
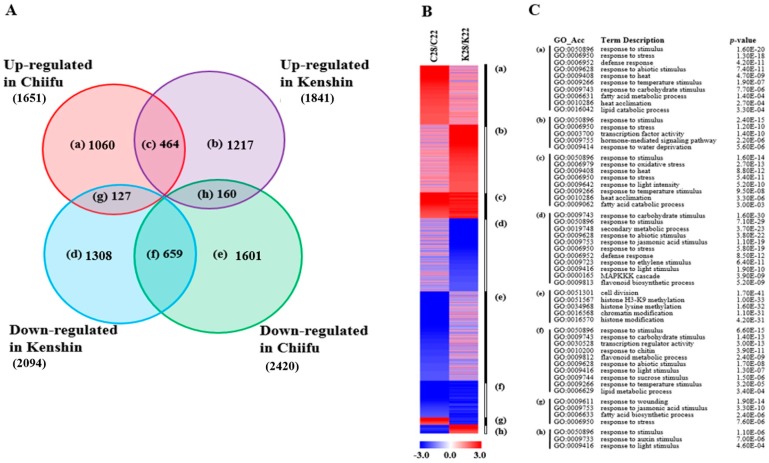
Analysis of minor warming-responsive genes from two contrasting inbred lines, Chiifu and Kenshin. (**A**) Venn diagram of DEGs with over 2-fold differences in expression; a–h indicate the groups of genes in each category; (**B**) Heatmap of DEGs in each group based on fold change; (**C**) GO enrichment analysis of DEGs in each group, with *p* values obtained using the agriGO tool (http://bioinfo.cau.edu.cn/agriGO/index.php). C and K of Figure 3B indicate Chiifu and Kenshin, respectively.

**Figure 4:**
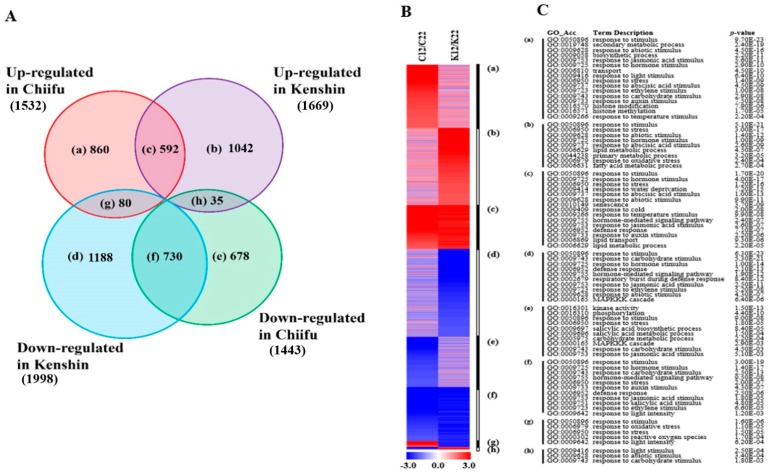
Analysis of LT-responsive genes from two contrasting inbred lines, Chiifu and Kenshin. (**A**) Venn diagram of DEGs with over 2-fold differences in expression; a–h indicate the groups of genes in each category; (**B**) Heatmap of DEGs in each group based on fold change; (**C**) GO enrichment analysis of DEGs in each group, with *p* values obtained using the agriGO tool (http://bioinfo.cau.edu.cn/agriGO/index.php). C and K of Figure 4B indicate Chiifu and Kenshin, respectively.

**Figure 5:**
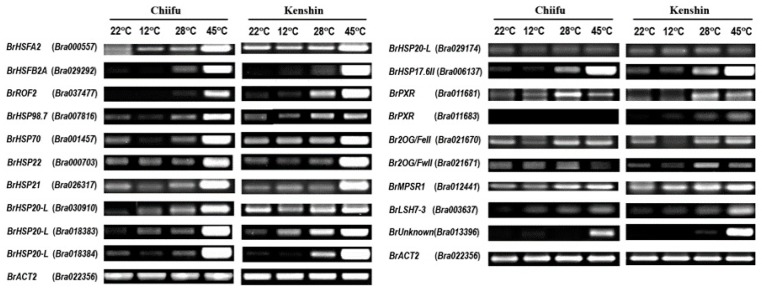
RT-PCR analysis of selected genes identified by microarray analysis. The expression levels of these genes obtained by microarray analysis are summarized in Table S16.

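On the array, *BrACT2* (Bra022356), the reference gene, had ratios of 28 to 12 °C of 0.969 in Chiifu and 0.962 in Kenshin, with PI between 19307 and 22061. The peroxidase gene *BrPXR* Bra011681 rose 4.21-fold by warming in Kenshin, from 529 to 2224, and had a ratio of 0.903 in Chiifu, where PI stayed below 500. The other *BrPXR* gene, Bra011683, rose 3.09-fold in Kenshin and had a ratio of 0.359 in Chiifu (0.558 with 50 added). The *Br2OG/FeII* genes rose 4.66-fold for Bra021670 and 7.99-fold for Bra021671 in Kenshin, and 1.85-fold and 3.52-fold in Chiifu (1.49-fold and 2.45-fold with 50 added), where PI of both stayed below 500. *BrLSH7-3* (Bra003637) rose 2.79-fold in Kenshin and had a ratio of 0.883 in Chiifu. The gene of unknown function Bra013396 went from a PI of 17.4 to 726 in Kenshin and from 15.5 to 42.2 in Chiifu. Both values at 12 °C were not above the control feature of random sequence, and with 50 added to each intensity the rises were 11.5-fold and 1.41-fold. *BrMPSR1-1* (Bra012441) rose 4.43-fold in Chiifu and 4.96-fold in Kenshin. Among the heat shock protein genes, *BrHSP21* (Bra026317) rose 4.39-fold and 11.2-fold (6.29-fold with 50 added) from values at 12 °C below 500, *BrHSP17.6II* (Bra006137) 9.28-fold and 6.57-fold, *BrHSP98.7* (Bra007816) 1.9-fold in each line, *BrHSP22* (Bra000703) 1.55-fold and 2.09-fold, and the *BrHSP20-L* gene Bra018384 1.33-fold and 2.74-fold.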

**Figure 6:**
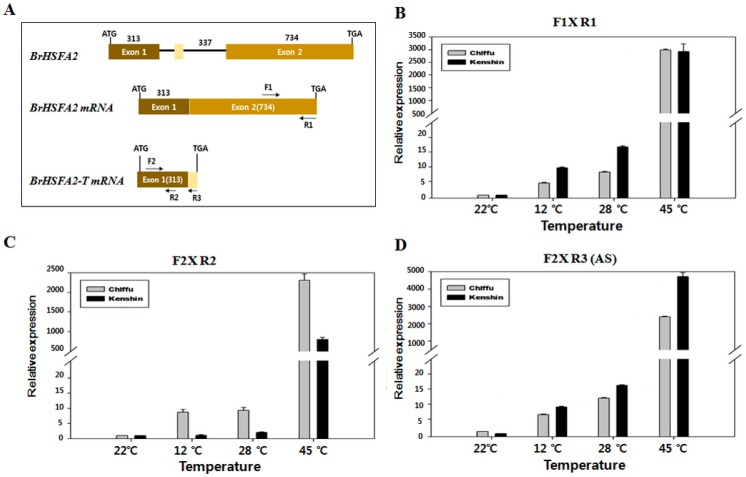
*BrHSFA2* expression in Chiifu and Kenshin during warming and heat shock treatments. qRT-PCR was performed with primer sets described in Table S1 and data analysis was carried out using qPCR value of three replicates. (**A**) Genomic organization of *BrHSFA2* and possible mRNAs with primer positions indicated; (**B**) Full-length *BrHSFA2* mRNA levels; (**C**) *BrHSFA2* mRNA containing both full-length and truncated (alternatively spliced) forms; (**D**) Truncated form of *BrHSFA2* mRNA.

**Table 1:** Summary of genes upregulated by various treatments. SEGs (specifically expressed genes) represent genes showing an over 2-fold change in expression under the indicated condition but no change or downregulation under the other conditions.

Inbred Line (Treatment)	Comparison	No. of Genes (Table S5)	SEGs (Tables S7–S12)	Comparison	No. of Genes (Table S6)
Chiifu (22 °C ⟶ 12 °C ⟶ 28 °C)	28 °C/22 °C	1651	121	12 °C/22 °C	1532
	28 °C/12 °C	2010	49	28 °C/12 °C	2010
	Both	759	85	Both	40
Kenshin (22 °C ⟶ 12 °C ⟶ 28 °C)	28 °C/22 °C	1841	193	12 °C/22 °C	1669
	28 °C/12 °C	2093	146	28 °C/12 °C	2093
	Both	726	86	Both	59

12 °C/22 °C: LT conditions; 28 °C/12 °C: warming conditions; 28 °C/22 °C: minor-warming conditions.

**Table 2:** Functional classification of genes specifically expressed in response to HT acclimation and/or adaption conditions. The table was constructed based on Tables S11–S13 using agriGO (http://bioinfo.cau.edu.cn/agriGO/) based on GO information for *Arabidopsis* homologs. W, warming, MW, minor warming.

Classification	Kenshin (W)	Kenshin (W + MW)	Kenshin/Chiifu (W + MW)
Heat acclimation	-	1	6
Response to heat	-	-	13
Response to stress	8	6	8
Transcription factor activity	9	9	9
Transferase activity	9	5	12
Transport	7	6	6
Carbohydrate metabolic process	8	4	4
Ligase activity	-	5	1
Lipid biosynthetic process	14	4	3
Oxidation reduction	-	1	2
Response to auxin stimulus	-	3	1
Response to oxidative stress	-	3	2
Response to salicylic acid stimulus	-	3	3
Chromosome organization	-	-	5
Response to hormone stimulus	22	-	-
Intracellular membrane bound organelle	23	-	-
Signal transduction	6	-	-
Primary metabolic process	7	-	-
Catalytic activity	7	-	-
Plasma membrane	3	-	-
Ion binding	5	-	-
Unclassified	4	15	34
Unknown protein	6	5	14
Not annotated	8	16	34
Total	132	86	157

**Table 3:** Genes associated with the adaptation of Kenshin to HT based on microarray analysis. The selection criteria were (1) intrinsic levels of expression in Kenshin at 22 °C over 2-fold higher than those in Chiifu; and (2) expression levels under both warming and minor-warming conditions at least 2-fold higher in Kenshin than in Chiifu. HSR, heat shock response; TF, transcription factor; SF, splicing factor.

Classification	*At*_Locus	Gene Description	*Br*_SEQ_ID	Expression Level (Probe Intensity)						Fold Change			
				Chiifu (C)			Kenshin (K)			Intrinsic	Warming	Warming	Minor-W
				22 °C	12 °C	28 °C	22 °C	12 °C	28 °C	K22/C22	K28/K12	C28/C12	K28/K22
**HSR**	AT2G26150	Heat shock transcription factor A2 (HSFA2)	*Bra000557* *	68	223	1256	256	542	1786	3.8	3.3	5.6	7.0
	AT5G62020	Heat shock transcription factor B2A (HSFB2A)	*Bra029292* *	385	374	3164	875	587	3814	2.3	6.5	8.5	4.4
	AT4G25200	Mitochondrion-localized small heat shock protein 23.6 (HSP23.6-MITO)	*Bra013872* *	333	323	1308	984	265	3551	3.0	13.4	4.0	3.6
	AT4G10250	HSP20-like chaperones superfamily protein (HSP22.0)	*Bra027999* *	27	71	378	85	37	677	3.2	18.1	5.3	7.9
	AT1G54050	HSP20-like chaperones superfamily protein	*Bra030910* *	827	945	4041	2406	2649	9204	2.9	3.5	4.3	3.8
	AT2G29500	HSP20-like chaperones superfamily protein	*Bra018383* *	1870	2774	11,166	5211	2428	19,026	2.8	7.8	4.0	3.7
			*Bra018384*	2575	5095	6789	5906	5362	14,692	2.3	2.7	1.3	2.5
			*Bra031725*	1996	4409	5909	6292	5275	13,450	3.2	2.5	1.3	2.1
	AT5G51440	HSP20-like chaperones superfamily protein	*Bra029174* *	406	376	5772	1657	292	7627	4.1	26.1	15.3	4.6
	AT5G59720	Heat shock protein 18.2 (HSP18.2)	*Bra002539* *	73	259	747	206	58	5114	2.8	88.5	2.9	24.8
	AT5G12020	17.6 kDa class II heat shock protein (HSP17.6II)	*Bra006137* *	52	271	2513	909	310	2036	17.6	6.6	9.3	2.2
	AT5G48570	FKBP-type peptidyl-prolyl *cis*-*trans* isomerase family protein (ROF2)	*Bra037477* *	309	283	4967	1632	352	6607	5.3	18.8	17.6	4.0
	AT1G72660	P-loop containing nucleoside triphosphate hydrolases superfamily protein	*Bra016043* *	212	185	2034	967	889	2723	4.6	3.1	11.0	2.8
	AT5G47830	Unknown protein	*Bra020728* *	523	544	4910	1310	1076	4854	2.5	4.5	9.0	3.7
	AT3G14200	Chaperone DnaJ-domain superfamily protein	*Bra027363* *	1333	2129	5365	2857	2634	7477	2.1	2.8	2.5	2.6
**TF**	AT2G23690	HTH-type transcriptional regulator	*Bra039208*	1122	1383	3449	2567	1072	6076	2.3	5.7	2.5	2.4
	AT5G56840	MYB-like transcription factor family protein	*Bra002790* *	89	154	589	251	144	767	2.8	5.3	3.8	3.0
	AT5G52600	MYB domain protein 82 (MYB82)	*Bra029113*	64	334	132	205	371	1579	3.2	4.3	0.4	7.7
	AT2G24645	Transcriptional factor B3 family protein	*Bra032079*	43	85	77	182	244	1013	4.3	4.2	0.9	5.6
	AT1G70270	Transcription factor	*Bra007905*	246	797	368	1127	952	3529	4.6	3.7	0.5	3.1
	AT5G15150	Homeobox 3 (HB3)	*Bra023506*	197	389	165	389	372	1184	2.0	3.2	0.4	3.0
	AT5G66940	Dof-type zinc finger DNA-binding family protein	*Bra012119*	488	1459	209	1159	983	2746	2.4	2.8	0.1	2.4
	AT3G62090	Phytochrome interacting factor 3-like 2 (PIL2/PIF6)	*Bra007660* *	218	239	537	426	684	1883	2.0	2.8	2.2	4.4
	AT5G10970	C2H2 and C2HC zinc fingers superfamily protein	*Bra009000*	303	776	668	823	878	2180	2.7	2.5	0.9	2.6
	AT1G23380	KNOTTED1-like homeobox gene 6 (KNAT6)	*Bra016348*	140	970	475	273	1004	2202	2.0	2.2	0.5	8.1
	AT4G18610	Light-dependent short hypocotyl 9 (LSH9)	*Bra021000*	83	85	77	189	112	605	2.3	5.4	0.9	3.2
	AT2G42610	Light-dependent short hypocotyl 10 (LSH10)	*Bra016865*	422	617	197	1008	1013	2079	2.4	2.1	0.3	2.1
**SF**	AT1G65660	Pre-mRNA splicing Prp18-interacting factor (SMP1)	*Bra023741*	141	232	1190	664	589	1712	4.7	2.9	5.1	2.6
**Others**	AT4G36430	Peroxidase superfamily protein	*Bra017761*	125	381	182	543	686	2278	4.4	3.3	0.5	4.2
	AT1G16530	ASYMMETRIC LEAVES 2-like 9 (LBD3/ASL9)	*Bra026042*	171	393	272	522	824	1729	3.1	2.1	0.7	3.3
			*Bra026716*	209	325	291	454	534	1063	2.2	2.0	0.9	2.3
	AT5G59670	Leucine-rich repeat protein kinase family protein	*Bra020300*	129	93	80	288	147	622	2.2	4.2	0.9	2.2
	AT4G19530	Disease resistance protein (TIR-NBS-LRR class) family	*Bra027594*	158	206	202	532	536	1591	3.4	3.0	1.0	3.0
	AT2G32660	Receptor like protein 22 (RLP22)	*Bra021803*	163	72	201	960	963	2013	5.9	2.1	2.8	2.1
	AT1G51860	Leucine-rich repeat protein kinase family protein	*Bra030411*	92	75	41	874	1051	1992	9.5	1.9	0.5	2.3
	AT1G53350	Disease resistance protein (CC-NBS-LRR class) family	*Bra037453* *	185	155	420	539	706	1425	2.9	2.0	2.7	2.6
	AT4G08570	Heavy metal transport/detoxification superfamily protein	*Bra037865*	37	45	505	255	67	2044	6.9	30.5	11.1	8.0
	AT5G66110	Heavy metal transport/detoxification superfamily protein (HIPP27)	*Bra009662*	115	329	449	1102	1195	7086	9.5	5.9	1.4	6.4
	AT1G79360	Organic cation/carnitine transporter 2 (OCT2)	*Bra035111*	53	37	23	135	111	568	2.5	5.1	0.6	4.2
	AT2G04100	MATE efflux family protein	*Bra015133*	78	181	255	350	510	1175	4.5	2.3	1.4	3.4
	AT2G35460	Late embryogenesis abundant (LEA) hydroxyproline-rich glycoprotein family	*Bra028562*	215	78	879	575	123	2595	2.7	21.1	11.3	4.5
	AT2G25450	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	*Bra021671*	246	68	240	530	644	5146	2.2	8.0	3.5	9.7
	AT1G28030	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	*Bra021552*	59	73	121	129	169	1079	2.2	6.4	1.7	8.4
	AT2G39310	Jacalin-related lectin 22 (JAL22)	*Bra005053*	16	99	45	36	109	826	2.3	7.6	0.5	23.1
	AT3G16900	LURP-one-like protein	*Bra021211*	217	205	358	1035	524	2674	4.8	5.1	1.7	2.6
	AT4G36380	Cytochrome P450 superfamily protein (ROT3)	*Bra011678* *	52	139	350	395	205	842	7.6	4.1	2.5	2.1
	AT4G24110	NADP-specific glutamate dehydrogenase	*Bra013763*	92	79	129	204	176	637	2.2	3.6	1.6	3.1
	AT3G51000	Alpha/beta-Hydrolases superfamily protein	*Bra036841*	69	21	23	676	873	3074	9.8	3.5	1.1	4.5
	AT4G22460	Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein	*Bra013619*	152	251	304	541	555	1932	3.6	3.5	1.2	3.6
	AT4G13410	Nucleotide-diphospho-sugar transferases superfamily protein (CSLA15)	*Bra008638*	276	385	600	656	523	1384	2.4	2.6	1.6	2.1
	AT5G40650	Succinate dehydrogenase 2-2 (SDH2-2)	*Bra028469*	468	531	545	2517	2395	6064	5.4	2.5	1.0	2.4
	AT5G05390	Laccase 12 (LAC12)	*Bra009111*	279	1072	1201	1118	1176	2906	4.0	2.5	1.1	2.6
	AT3G17820	Glutamine synthetase 1.3 (GLN1.3)	*Bra021276* *	1197	1053	2579	2798	3121	7326	2.3	2.3	2.4	2.6
	AT5G61260	Plant calmodulin-binding protein-related	*Bra029324*	256	194	163	811	1078	2480	3.2	2.3	0.8	3.1
	AT5G64870	SPFH/Band 7/PHB domain-containing membrane-associated protein family	*Bra024333*	270	569	701	559	484	1113	2.1	2.3	1.2	2.0
	AT1G20575	Nucleotide-diphospho-sugar transferases superfamily protein	*Bra025828*	1293	888	2710	3467	3248	7310	2.7	2.3	3.1	2.1
	AT4G39140	RING/U-box superfamily protein	*Bra025860*	27	27	59	2422	2404	5394	88.5	2.2	2.2	2.2
	AT3G09260	Glycosyl hydrolase superfamily protein (BGLU23)	*Bra034060*	278	412	393	1034	995	2106	3.7	2.1	1.0	2.0
	AT3G06550	O-acetyltransferase family protein	*Bra040276*	250	250	310	492	762	1570	2.0	2.1	1.2	3.2
	AT1G29590	Eukaryotic initiation factor 4E protein (eIF4E3)	*Bra032325*	299	445	486	1304	1365	2571	4.4	1.9	1.1	2.0
	AT4G19430	Unknown protein	*Bra013396*	103	16	42	252	17	726	2.5	41.6	2.7	2.9
	NA	NA	*Bra012220*	183	112	97	5190	4062	11,440	28.4	2.8	0.9	2.2
	NA	NA	*Bra025861*	53	59	147	1979	1928	4522	37.3	2.3	2.5	2.3
	NA	NA	*Bra010352*	596	604	1785	4135	4187	9370	6.9	2.2	3.0	2.3

* Gene in Table S13 (genes upregulated in both Chiifu and Kenshin under both minor-warming and warming conditions).

**Table 4:** Summary of the expression levels of *B. rapa* genes shown to be HT responsive in *Arabidopsis*.

Marker	At_Locus	Gene Description	*Br*_SEQ_ID	Expression Level (Probe Intensity)						Fold Change			
				Chiifu			Kenshin			Chiifu		Kenshin	
				22 °C	12 °C	28 °C	22 °C	12 °C	28 °C	28/22 °C	28/12 °C	28/22 °C	28/12 °C
**Basal thermotolerance**	AT1G74310	Heat shock protein 101 (HSP101)	*Bra003807*	1457	1411	3457	1696	2238	3594	2.4	2.5	2.1	1.6
			*Bra015922*	2725	3674	6053	5409	5601	8821	2.2	1.6	1.6	1.6
	AT5G17020	Exportin 1A (XPO1A)	*Bra006382*	9010	8711	9368	8345	9747	11,271	1.0	1.1	1.4	1.2
			*Bra008580*	10,093	10,241	10,261	9834	8047	12,608	1.0	1.0	1.3	1.6
			*Bra023593*	6942	7056	7948	6939	6511	7561	1.1	1.1	1.1	1.2
**Acquired thermotolerance**	AT3G25230	Rotamase FKBP 1 (ROF1/FKBP62)	*Bra013224*	11	18	42	15	59	40	3.8	2.4	2.7	0.7
	AT5G48570	Rotamase FKBP 2 (ROF2/FKBP65)	*Bra037477* *	309	283	4967	1632	352	6607	16.1	17.6	4.0	18.8
	AT2G26150	Heat shock transcription factor A2 (HSFA2)	*Bra000557* *	68	223	1256	256	542	1786	18.5	5.6	7.0	3.3
**Warming**	AT2G18790	Phytochrome B (PHYB)	*Bra001650*	717	770	829	402	1083	527	1.2	1.1	1.3	0.5
			*Bra022192*	13,874	10,184	7989	16,575	11,087	13,685	0.6	0.8	0.8	1.2
	AT3G12580	Heat shock protein 70 (HSP70)	*Bra001457*	1560	2512	8099	9758	6732	13,032	5.2	3.2	1.3	1.9
			*Bra038734*	1049	1159	7871	6488	4093	7597	7.5	6.8	1.2	1.9
	AT2G43010	Phytochrome interacting factor 4 (PIF4)	*Bra000283* *	19,533	12,261	15,413	13,610	9359	24,186	0.8	1.3	1.8	2.6
			*Bra037742*	3718	4145	3350	1988	3218	4296	0.9	0.8	2.2	1.3
**Other HSPs**	AT2G25140	Casein lytic proteinase B4 (HSP98.7/CLPB4)	*Bra007816*	645	702	1353	1332	1269	2425	2.1	1.9	1.8	1.9
	AT4G16660	HSP 70 family protein	*Bra038496*	1160	1868	2286	1503	2091	1505	2.0	1.2	1.0	0.7
	AT4G25200	Mitochondrion-localized small heat shock protein 23.6 (HSP23.6-MITO)	*Bra013872* *	333	323	1308	984	265	3551	3.9	4.0	3.6	13.4
	AT4G10250	HSP20-like chaperones superfamily protein (HSP22.0-L)	*Bra000703* *	1174	1055	1638	1352	2898	6069	1.4	1.6	4.5	2.1
			*Bra027999* *	27	71	378	85	37	677	14.1	5.3	7.9	18.1
	AT4G27670	Heat shock protein 21 (HSP21)	*Bra026317*	45	166	729	310	54	603	16.1	4.4	1.9	11.2
	AT5G47590	Heat shock protein HSP20/alpha crystallin family	*Bra022051*	1119	1560	1914	1045	3295	2588	1.7	1.2	2.5	0.8
			*Bra022079*	4462	6564	7455	4309	9320	12,845	1.7	1.1	3.0	1.4
			*Bra022083*	1201	1103	1815	939	1902	1852	1.5	1.6	2.0	1.0
			*Bra022084*	1042	1120	1737	760	1635	1540	1.7	1.6	2.0	0.9
	AT1G53540	HSP20-like chaperones superfamily protein	*Bra018216* *	10,773	3454	10,773	7716	3159	16,904	1.0	3.1	2.2	5.4
	AT1G54050	HSP20-like chaperones superfamily protein	*Bra012949*	5473	4945	10796	1568	1799	1843	2.0	2.2	1.2	1.0
			*Bra030910* *	827	945	4041	2406	2649	9204	4.9	4.3	3.8	3.5
	AT2G29500	HSP20-like chaperones superfamily protein	*Bra018383* *	1870	2774	11,166	5211	2428	19,026	6.0	4.0	3.7	7.8
			*Bra018384*	2575	5095	6789	5906	5362	14,692	2.6	1.3	2.5	2.7
			*Bra031725*	1996	4409	5909	6292	5275	13,450	3.0	1.3	2.1	2.5
	AT4G27890	HSP20-like chaperones superfamily protein	*Bra040837*	77	29	232	128	199	637	3.0	8.1	5.0	3.2
	AT5G51440	HSP20-like chaperones superfamily protein	*Bra029174*	406	376	5772	1657	292	7627	14.2	15.3	4.6	26.1
	AT5G59720	Heat shock protein 18.2 (HSP18.2)	*Bra002539* *	73	259	747	206	58	5114	10.2	2.9	24.8	88.5
			*Bra006697* *	1129	779	2431	765	426	5739	2.2	3.1	7.5	13.5
			*Bra020295* *	1659	383	1167	2436	197	5383	0.7	3.0	2.2	27.3
	AT5G12020	17.6 kDa class II heat shock protein (HSP17.6II)	*Bra006137* *	52	271	2513	909	310	2036	48.6	9.3	2.2	6.6
			*Bra008920*	3065	1599	5017	1267	1426	3693	1.6	3.1	2.9	2.6

* Notable genes possibly related to the HT response in *B. rapa*.

**Table 5:** Expression of *BrHSP18.2* family genes in Chiifu and Kenshin under various temperature conditions. Expression level (fold change) was calculated based on qRT-PCR values of three replicates using *BrACT2* as a standard. Heat shock treatment was performed by increasing the temperature 5 °C every 2 h.

Gene	Line	Expression (Fold Change)								
		Heat Shock					Warming			
		22 °C	27 °C	32 °C	37 °C	42 °C	22 °C	12 °C	28 °C	45 °C
***BrHSP18.2A***	Chiifu	1.0	2.2	10.3	3220.4	4132.9	1.0	0.5	8.4	7154.1
	Kenshin	1.0	0.8	5.5	4921.5	49,617.7	1.0	0.5	106.7	34,142.0
***BrHSP18.2B***	Chiifu	1.0	0.5	8.7	74.4	357.9	1.0	1.2	1.3	241.4
	Kenshin	1.0	3.9	5.7	160.5	1738.6	1.0	1.8	42.3	31,296.8
***BrHSP18.2C***	Chiifu	1.0	1.4	13.8	140.0	646.8	1.0	1.8	7.8	7540.8
	Kenshin	1.0	2.3	4.0	84.1	2960.7	1.0	1.5	3.1	733.5

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/6/1727/s1.

How the deposited data were processed for this re-analysis (not part of the article)

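The data came from 6 samples on the Br135K microarray, 1 for each of the inbred lines Chiifu and Kenshin at 22 °C, at 12 °C and at 28 °C after 12 °C. The authors summarised the probes of each gene to 1 probe intensity and deposited linear intensity values for 41173 genes and 15 control features. The paper's text cites an earlier procedure for labelling, data processing and background correction and names no normalization. Quartiles of the deposited values were nearly equal between the samples. All 384 intensities and 256 fold changes printed in Table 3 matched the deposited values, as did all 222 intensities and 148 fold changes of Table 4, within 0.6 for intensities and 0.06 for fold changes. These matches show which values the tables were made from and add no replicate.

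Intensities were used as deposited. A gene counted as detected with an intensity over 500 in at least 1 of the 6 samples, and as responsive with at least a 2-fold ratio between 2 temperatures of a line. Warming compared 28 with 12 °C, minor warming 28 with 22 °C and LT 12 with 22 °C. With 1 value per line and temperature, no comparison within a line has residual degrees of freedom, so counts past the cutoff have no p-value. Changes shared by the lines were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 intensities, line as a block, Benjamini-Hochberg adjustment, threshold 0.05), with 2 samples per temperature, 2 residual degrees of freedom and 2.36 prior degrees of freedom. All other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The precision of all values is limited by the number of arrays.

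Counts of genes that passed in a pair of comparisons were set beside 1000 random exchanges of the 3 temperatures within each gene and line. Counts shared by the lines were set beside 1000 random matchings of genes within 20 bins of mean expression. The median log2 change of the Table 4 list was set beside 10000 random lists of the same size matched on mean expression. For genes raised by both treatments in both lines, the temperatures were also exchanged independently in each line, a check added after seeing the data. An exchange keeps each gene's changes between the other temperatures, so its mean is not the count expected without an effect. These are descriptions and not tests. They were tested on simulated data for 26948 genes. With no gene changed, the list percentile lay between 1.4 and 91.1, and the shared count was 1.02 times that of random matching. The simulated noise had the same size for every gene and was independent between the lines. The ratio of 1.02 therefore cannot rule out overlap from noise that differs between genes. The ratio of the observed count to the mean after exchange lay between 0.772 and 1.62 with no gene changed, so that deviations of that size arise without an effect where counts are small. With 200 genes raised 4-fold at 28 °C, the list percentile for warming was 100.0. The limma fit was tested on simulated data of the same size with 200 changed genes. It called 0 genes when the log2 change was 0, 1 or 2. At a log2 change of 3 it called 132 genes, of which 122 were changed genes, which is 61% of those changed, and 7.58% of the calls were false.

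The genes named are those that the paper names with an identifier in its text, Tables 3 and 4 or Figures 5 and 6, whose values in Tables 3 and 4 had been seen beforehand. In addition, for each comparison, the 2 genes with the largest rise and the 2 with the largest fall in both lines, ranked by the smaller log2 change of the lines, were named, and the 2 genes highest in Kenshin over Chiifu and the 2 highest in Chiifu over Kenshin at all temperatures, ranked by the smallest line ratio over the temperatures. Genes named outside this rule are marked as chosen after their values were seen.

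Results, tests, named genes and most alternatives were chosen before the data were examined. The alternatives were fold cutoffs of 3, intensity minimums of 1000, of 250 (for detected genes), of 500 in the samples of the comparison alone, and none, quantile normalization, scaling of each sample to the same median, and 50 added to each intensity. The choice of tests left 2 points open, the limit under which a gene counts as unchanged in the other line for specifically expressed genes and the reading of the Table 3 criteria. They were settled after counts under several readings had been seen. For a treatment alone, the limit also held for the line's own other comparison. A cutoff at ratios that round to 2.0 at 1 decimal, stricter limits on the other line, a comparison of 30 pairings of cutoffs and limits, and an added minimum of 2-fold over Chiifu at 28 °C were also chosen after seeing the data.

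GO enrichment was left out because no gene ontology annotation was used here. The RT-PCR, qRT-PCR, splicing and promoter experiments were not analysed here, since the values used are those of the microarray alone.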

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

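The tests on the marker features and on the line ratio at 28 °C were chosen after the results were seen, whereas the random matching and the comparison of dim with bright genes were chosen before.

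The array carries features for marker sequences that the paper's methods mention and whose values it does not report, among them 14 features for fragments of the sGFP and Bar markers on both strands. They are not *B. rapa* genes. The sense feature of the sixth fragment read 1115.7 in Kenshin at 28 °C, where the random-sequence feature read 27.4. In Kenshin it read 585 at 22 °C and 214 at 12 °C, and in Chiifu between 154 and 255. Its antisense feature rose 5.65-fold between 12 and 28 °C in Kenshin. The values argue against a brighter background on the whole array, since the other 12 marker features had a median ratio of 0.94 between the same samples and the random-sequence feature had a ratio of 0.978. Binding of a plant transcript to this fragment may stay open as an explanation and was not tested. No biological explanation was tested, although both strands were lowest at 12 °C and highest at 28 °C in both lines. In Chiifu they rose 1.65-fold and 1.94-fold between 12 and 28 °C. The features of the first 5 fragments also rose there, between 1.29-fold and 1.87-fold, so the rise in Chiifu was not particular to the sixth fragment. Of the 14 marker features, 6 exceeded an intensity of 500 in at least 1 sample, so an intensity over 500 alone does not show that the intended sequence was present. Of the 36 ratios of these 6 features, 6 (16.7%) reached 2-fold in either direction, against a mean of 13.7% of detected genes. Of all 84 marker ratios 8 (9.52%) did. Most of the 6 came from the sixth fragment in Kenshin. There both strands passed by warming (5.21 and 5.65) and by LT (0.3665 and 0.3573), and the antisense feature by minor warming (2.02). The sense feature of the first fragment passed by minor warming in Chiifu (2.24). The 16.7% therefore rests mainly on a single fragment and does not describe marker features in general.

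The 6 genes that the paper names among those falling by both LT and warming in Kenshin moved the opposite way by LT in Chiifu. There the log2 change by LT was 1.37 for the *BrHYH* gene Bra022225, 1.71 for the *BrHYH* gene Bra021258, 3.44 for *BrGA2OX1* (Bra008362), 1.99 for *BrCOL1* (Bra023541), 1.35 for the *BrCOL2* gene Bra021464 and 1.73 for the *BrCOL2* gene Bra001043. The difference between the lines was not tested, since each line had 1 value per temperature. At 22 °C these genes were between 5.50-fold and 12.4-fold higher in Kenshin. Over all 73 genes raised by LT in Chiifu and lowered in Kenshin, the median log2 ratio of Kenshin over Chiifu was 2.83 at 22 °C, -0.45 at 12 °C and -0.02 at 28 °C. In 51 of the 73 (69.9%) the ratio at 28 °C was nearer that at 12 °C than that at 22 °C. For the 33 genes that moved the reverse way, the medians were -3.16, 0.27 and -0.80, and 63.6% were nearer the ratio at 12 °C. For the 23 of the 73 that also fell by warming in Kenshin, the share was 87.0%. These 23 were selected on their Kenshin value at 28 °C, which also enters the ratio, so their share decides nothing. A difference between the 22 °C samples alone, such as the time of harvest, and a difference in the response to LT cannot be told apart for these 73 genes, because the 28 °C plants had passed through 12 °C.

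Genes that passed 2-fold in opposite directions in the lines were counted for each comparison, and none of these differences was tested. For warming, 31 genes rose in Chiifu and fell in Kenshin and 101 did the reverse. For minor warming the counts were 119 and 142, and for LT they were 73 and 33. After random matching of genes of like mean expression, the means were 184 and 288 for warming, 188 and 234 for minor warming, and 181 and 141 for LT, and each observed count was below the lowest of 1000 draws. Noise of dim probes is a candidate explanation for part of these genes. Of the changes found in both lines, 13.8% went opposite ways among the dimmest of 3 equal groups of genes, 6.45% in the middle group and 3.23% in the brightest group. The comparisons differed. For minor warming the shares were 21.3%, 19.2% and 10.2%, with little fall from the dimmest to the middle group, whereas for warming they were 10.6%, 2.32% and 0.613%. Low intensity therefore leaves more of the opposite changes by minor warming unexplained. A real difference between the lines stays open, untested.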

How the results depend on the processing

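The cutoff at ratios that round to 2.0, the limits on the other line and the added minimum over Chiifu at 28 °C were chosen after the results were seen, and the other alternatives before. A count was taken as unchanged when it stayed within 1.5 times the reported count. The limma fit compared the temperatures within each line, with line as a block. Replicate numbers allowed no further pairing, since each line and temperature had 1 sample.

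With quantile normalization all 45 counts stayed within 1.5 times, and with median scaling all 44. Neither scaling moved the median log2 change of all detected genes to more than 0.1 from 0. With the cutoff at ratios that round to 2.0 all 44 counts stayed within that limit, as did detected genes at a minimum of 250 and the count with the added minimum over Chiifu at 28 °C. The medians of the Table 4 list moved by less than 0.5 times the width of the middle 95% of random lists in every comparison and line under both scalings and with 50 added. The limma fit called 0 genes in all 3 comparisons under its 5 alternatives. The smallest adjusted p for warming lay between 0.0708 (minimum of 1000) and 0.224 (no minimum), and the genes with an unadjusted p under 0.05 between 4682 and 5287. Of 348 log2 changes of named genes, 227 reached 2-fold, 22 of these no longer did with 50 added, 2 with median scaling and 2 with quantile normalization, and none changed sign among those that did. At 2 decimals 299 of the 348 values changed with 50 added, 291 with median scaling and 294 with quantile normalization.

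With a 3-fold cutoff all 44 counts fell by more than 1.5 times, as a stricter cutoff must lower most of them. Warming then raised 563 genes and lowered 1346 in Chiifu, and raised 775 and lowered 824 in Kenshin, with 276 raised and 356 lowered in both and 2859 in total. Minor warming gave 457 and 966 in Chiifu, 608 and 847 in Kenshin, 101 and 189 in both, and 2541 in total. LT gave 588 and 439 in Chiifu, 685 and 839 in Kenshin, 233 and 217 in both, and 2080.0 in total. Opposite directions, first raised in Chiifu and then raised in Kenshin, were found for 4 and 13 genes by warming, 18 and 29 by minor warming, and 13 and 8 by LT. Both warming and minor warming raised 184 genes in Chiifu, 189 in Kenshin and 35 in both lines. Both LT and warming raised 7 genes in Chiifu, 13 in Kenshin and 0 in both, and lowered 5, 13 and 0. Specifically expressed genes numbered 81 by both treatments, 182 by warming alone and 210.0 by minor warming alone in Chiifu, and 102, 383 and 346 in Kenshin. The limit for no change moved to 3-fold as well, so these are partly other genes. Of these, 46, 63 and 113 in Chiifu and 73, 191 and 198 in Kenshin were specific at 2-fold too. The Table 3 criteria were met by 13 genes, 5 of them raised by both treatments in both lines.

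Without an intensity minimum 38 of 44 counts rose by more than 1.5 times, since genes of low intensity entered. Warming raised 3906 genes and lowered 4711 in Chiifu, and raised 3486 and lowered 3289 in Kenshin, with 12355 in total. Minor warming gave 3666 and 4293 in Chiifu, 3440.0 and 3837 in Kenshin, 804 raised and 1077 lowered in both, and 12556 in total. LT gave 2998 and 2990.0 in Chiifu, 3333 and 3718 in Kenshin, 912 and 1088 in both, and 10554 in total. Opposite directions, in the same order, were found for 362 and 376 genes by warming, 377 and 422 by minor warming, and 276 and 209 by LT. Both treatments raised 1730.0 genes in Chiifu and 1329 in Kenshin. LT and warming raised 85 and 119 genes and lowered 135 and 175. Specifically expressed genes numbered 1116 by both treatments, 1336 by warming alone and 1493 by minor warming alone in Chiifu, and 804, 1422 and 1474 in Kenshin. The Table 3 criteria were met by 115 genes.

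With the minimum of 500 applied to the samples of the comparison alone, 11 of 44 counts fell by more than 1.5 times, since fewer genes qualify. Opposite directions, in the same order, were found for 13 and 56 genes by warming, 71 and 74 by minor warming, and 38 and 15 by LT. LT and warming raised 11 genes in Chiifu, 31 in Kenshin and 0 in both, and lowered 25 in Chiifu and 47 in Kenshin. With a minimum of 1000, 42 of 45 counts stayed within 1.5 times. Genes raised by warming in Chiifu and lowered in Kenshin fell to 15, and genes of Chiifu raised and lowered by both LT and warming to 24 and 33.

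With 50 added to each intensity 38 of 44 counts stayed within 1.5 times. Genes raised in Chiifu and lowered in Kenshin fell to 16 for warming and 44 for LT. LT and warming raised 23 genes in Chiifu and 0 in both lines, and lowered 31 in Chiifu and 57 in Kenshin. *BrHSFA2* was the gene lost from the count of both lines.

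The limit for no change was set on the other line and, for a treatment alone, also on the line's own other comparison. Specifically expressed genes moved most with this limit. At or under 1-fold they numbered 65 by both treatments, 17 by warming alone and 97 by minor warming alone in Chiifu, and 94, 61 and 117 in Kenshin. Under a limit of 15% above no change they numbered 100.0, 56 and 131, and 120.0, 136 and 171. With the cutoff at ratios that round to 2.0 and a limit of 5% above no change they numbered 85, 30.0 and 117, and 115, 88 and 155, and with a limit of 15% they numbered 117, 58 and 141, and 131, 146 and 193.

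More genes were lowered by warming and by minor warming in Chiifu, and more raised and lowered by LT in Kenshin, under each alternative. The line with more genes raised by warming changed with quantile normalization (1955 in Chiifu, 1918 in Kenshin), median scaling (1876, 1861), no minimum, and the minimum in the comparison (1742, 1727). The causes of these moves were not tested beyond what a cutoff or minimum removes by itself. The signal over background limits dim genes most, since the random-sequence feature read up to 30.5 and marker features up to 1517.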

Differences from the paper's values

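The limit for specifically expressed genes and the reading of the Table 3 criteria were settled after counts under several readings had been seen, and the cutoff at ratios that round to 2.0, the limits on the other line and the 30 pairings below were chosen after seeing the values.

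For genes falling by both LT and warming in Kenshin, 89 were counted and the paper's value is 28. None of the alternatives set before the data were examined comes within 1.5 times of it. The nearest were 13 genes with a 3-fold cutoff, 47 with the minimum applied to the samples of the comparison, and 57 with 50 added to each intensity.

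For specifically expressed genes, those raised by both warming and minor warming numbered 330 in Chiifu, where the paper's value is 85, and 294 in Kenshin, where the paper's value is 86. A 3-fold cutoff, set before the data were examined, gave 81 and 102, within 1.5 times of the paper's values, but it also moved the limit on the other line to 3-fold, and 46 of the 81 and 73 of the 102 were among the 330 and 294. None of the other alternatives set before came within 1.5 times. By minor warming alone 613 genes were counted in Chiifu and 749 in Kenshin, where the paper's values are 121 and 193. By warming alone 578 and 755 were counted, where the paper's values are 49 and 146. None of the alternatives set before the data were examined comes within 1.5 times of these 4 values. Further limits for no change were chosen after seeing the values. For a treatment alone they also held for the line's own other comparison. Counts are given for both, minor warming alone and warming alone. At or under 1-fold gave 65, 97 and 17 in Chiifu and 94, 117 and 61 in Kenshin. A limit of 15% above no change gave 100.0, 131 and 56 in Chiifu, and 120.0, 171 and 136 in Kenshin. With the cutoff at ratios that round to 2.0 and a limit of 5% above no change, the counts were 85, 117 and 30.0 in Chiifu and 115, 155 and 88 in Kenshin, and with that cutoff and a limit of 15% they were 117, 141 and 58, and 131, 193 and 146. These 2 pairings equalled 1 and 2 of the paper's 6 values, and were found by comparing 5 cutoffs and 6 limits with the paper's values, so an equal count is not evidence for either limit. Of the 30 pairings, 5 came within 1.5 times of all 6 values and none equalled more than 2 of them. The genes of the paper's own lists were not used here, so how many of them a pairing drops is not known.

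Among genes meeting the Table 3 criteria, 32 rose by both treatments in both lines and the paper's value is 16. None of the alternatives set before the data were examined comes within 1.5 times, and a 3-fold cutoff gave 5. Table 3 itself marks 18 genes with an asterisk, 13 of them in the heat shock response class, where the text gives fewer.

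A cutoff at ratios that round to 2.0 at 1 decimal, chosen after seeing the values, gave 6860 genes for warming, 6595 for minor warming and 5204 for LT, where the paper's values are 6862, 6596 and 5205. It gave 759 and 725 genes raised by both treatments, where the paper's values are 759 and 726, and 40 and 59 raised by LT and warming, equal to the paper's. Under it 105 genes fell by both LT and warming in Kenshin and 35 met the Table 3 criteria and rose in both lines, further from the paper's 28 and 16. It drops 2 of the 64 genes of Table 3, keeps the other 62, *BrPIF6* among them, and 80 genes in all meet the criteria.

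The paper states that LT lowered more genes in Chiifu than in Kenshin, whereas 1350 genes fell in Chiifu and 1884 in Kenshin. For the other comparisons the direction it states was found, with more genes lowered in Chiifu by warming and by minor warming. The paper states that Chiifu had no gene raised by both LT and warming, whereas 37 were counted in Chiifu, and its own Table 1 lists genes there. Bra006853, named among the transcription factors that met the criteria, had a ratio of Kenshin to Chiifu of 0.41 at 22 °C and is not in Table 3. Bra002790, the starred MYB-like gene of Table 3, had a ratio of 2.84.

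The paper states that *PHYB*, *HSP70* and *PIF4* were highly expressed in all samples without a notable increase on warming. Of the 6 genes on the array, 3 did not rise 2-fold by warming in either line, namely Bra022192, Bra037742 and Bra001650, which fell to a ratio of 0.486 in Kenshin. The *BrHSP70* genes rose 3.22-fold (Bra001457) and 6.79-fold (Bra038734) in Chiifu, and less than 2-fold in Kenshin, and the *BrPIF4* gene Bra000283 rose 2.58-fold in Kenshin. By minor warming the *BrHSP70* genes rose 5.19-fold (Bra001457) and 7.50-fold (Bra038734) in Chiifu, and Bra037742 rose 2.16-fold in Kenshin. Bra001650 had an intensity of 402 in Kenshin at 22 °C.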

Other observations

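The tests on recurring values, on *BrHSFA2*, on the genes raised by LT and on the genes raised by both treatments in both lines were chosen after the results were seen, and the others in this part before.

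In the dimmest of 3 equal groups of detected genes 25.9% of the changes in the lines reached 2-fold, in the middle group 11.5% and in the brightest group 3.59%. If these were noise of dim probes, the directions would differ between the lines more often among dim genes, and they did, with 13.8% opposite in the dimmest group against 3.23% in the brightest. Of the 10 opposite changes in the brightest group 9 were by minor warming, for which the share fell little from the dimmest (21.3%) to the middle group (19.2%). Noise may therefore account for part of the excess of responsive genes at low intensity, while larger real changes in genes of low expression stay open.

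Steady differences between the lines were counted as genes at least 2-fold apart in the same direction at all 3 temperatures. In Kenshin 1072 such genes were lower and 541 were higher, a ratio of 1.982. At least 10-fold apart were 241 lower and 78 higher, and at least 50-fold 39 and 4. At single temperatures the excess was not always there, with 2380 genes lower and 2303 higher at 22 °C, 1929 and 1395 at 12 °C, and 2230 and 2783 at 28 °C, where more were higher. With quantile normalization the steady counts at 2-fold were 1094 and 503, and with median scaling 1092 and 524. The probes were designed on Chiifu sequence, and an excess of genes steadily lower in Kenshin is in line with a loss of signal on Kenshin transcripts. A lower expression or a loss of these genes in Kenshin stays open. Among the genes picked by the smallest of their line ratios over the 3 temperatures, Bra034729 had intensities of 9214 in Chiifu and 12.7 in Kenshin at 22 °C, Bra014190 had 6932 and 11.5, and Bra025860 had 27.4 in Chiifu and 2422 in Kenshin. The lower values were not clearly above the random-sequence feature (27.1 in Chiifu and 27.9 in Kenshin), so these ratios have no exact size and no order. Bra021726 had 78.0 in Chiifu and 8072 in Kenshin.

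The 28 °C sample enters both warming and minor warming, and random exchange of temperatures gave a mean of 675.2 genes raised by both in Kenshin, where 651 were observed, and 647 in Chiifu, where 690 were observed. The exchange keeps each gene's changes between the other temperatures, so the number within a line cannot be told apart from what the shared sample gives. In both lines 142 genes were raised by both treatments. With temperatures exchanged independently in each line, the mean of such genes was 67.7 and the highest of 1000 draws 91, which argues against the shared sample as the whole source of the genes common to the lines. In simulated data with no gene changed, this count was 75, in a range after exchange of 49 to 87. For LT and warming the mean after exchange was 84.6 in Kenshin against 56 observed, and since changes between the other temperatures raise that mean, the part of the opposite signs of the shared 12 °C sample in the low count stays open. The overlap of warming between the lines was 835 upregulated genes against a mean of 206.0 after random matching, so a chance overlap of genes of like expression is not enough, and a response to warming common to the lines may remain as a hypothesis. The Table 4 list lay at the 100.0 percentile of random lists for warming in both lines, which argues against a shift that any list of like expression would show. Of the 15 heat shock response genes of Table 3, 12 passed in the limma fit for warming and 15 for minor warming with p adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.

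*BrHSFA2* alone rose at least 2-fold by LT and warming in both lines. With 50 added to each intensity its ratio by LT in Kenshin was 1.936, so its low intensity at 22 and 12 °C may account for its place past the cutoff. A rise of the gene by LT stays open, since it rose in both lines.

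Exact values recur between samples. Among genes with an intensity over 1000, 10.18% of the values of a sample were found exactly in another sample, against 2.11% for values a few last digits away. In simulated data the shares were 4.28% and 0.651% with 1 array per sample, and 0.729% and 0.727% with the mean of 2 arrays. The recurrence argues against deposited values that are means of 2 arrays taken after normalization. Averaging before normalization may stay open, and the simulated shares were lower than those observed. No biological explanation was tested.

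Genes with a ratio of at least 10 by LT in both lines numbered 42, and 11 of them had a value at 22 °C at or below the random-sequence feature in at least 1 line. With such values set to that feature, 38 of the 42 still reached 10-fold, and of these 17 kept at least 0.5 of their 12 °C intensity at 28 °C in Kenshin and 5 in Chiifu. Of all 42, 20 in Kenshin kept at least 0.5 of their 12 °C intensity at 28 °C, and in Chiifu 5 did. This held in Kenshin alone for 18 genes, in Chiifu alone for 3 and in both for 2. For 14 of the 18 the intensity in Chiifu at 28 °C was under 0.1 of that at 12 °C, and for 0 of the 3 was it so in Kenshin. The median ratio of 28 to 12 °C was 0.383 in Kenshin and 0.0925 in Chiifu. Bra020846 went from 9956 at 12 °C to 39.2 at 28 °C in Chiifu and from 10124 to 8832 in Kenshin, and Bra028424 went from 7397 to 9.49 and from 2637 to 3094. RNA of the Kenshin 12 °C sample mixed into the Kenshin 28 °C sample would keep a like share of every such gene, but for 10 of the 42 (23.8%) the intensity in Kenshin at 28 °C was under 0.1 of that at 12 °C. Bra037003 fell from 4935 to 41.1 in Kenshin and Bra003837 from 10642 to 22.5. Binding of related transcripts to the same probes may make some of these genes depend on each other and was not tested. In Kenshin 15 of the 42 genes were above their 12 °C intensity at 28 °C, all of them among the 20, and in Chiifu 1 was, so a slow decline from 12 °C does not describe most of the 20. A difference between the lines in the response to 28 °C stays open, untested, with 1 sample per condition.

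*BrMPSR1-1* (Bra012441) had an intensity at 22 °C of 4542 in Chiifu and 2633 in Kenshin, and *BrMPSR1-2* (Bra016290) of 7671 and 2674. *BrHSP18.2C* (Bra006697) rose 2.15-fold in Chiifu and 7.51-fold in Kenshin by minor warming on the array, whereas Table 5 of the paper gives the larger rise under warming to Chiifu by qRT-PCR. For *BrHSFA2* the array value at 28 °C was 1.42-fold higher in Kenshin, from 1 value per line. The paper's qRT-PCR gave more total transcript in Chiifu, and more of the full-length and the spliced form in Kenshin. Which forms the array probes bind was not examined. Of the 14 marker features, 9 were highest in Chiifu at 28 °C, with up to 1517 for the first sGFP and Bar fragment. By warming in Chiifu the features of the first 5 fragments rose between 1.29-fold and 1.87-fold and the random-sequence feature 1.14-fold, whereas the median log2 change of all detected genes was 0.04. Why these features rose was not tested.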
